# Single-cell spatial transcriptomic analysis reveals common and divergent features of developing postnatal granule cerebellar cells and medulloblastoma

**DOI:** 10.1186/s12915-021-01071-8

**Published:** 2021-07-01

**Authors:** Wenqin Luo, Guan Ning Lin, Weichen Song, Yu Zhang, Huadong Lai, Man Zhang, Juju Miao, Xiaomu Cheng, Yongjie Wang, Wang Li, Wenxiang Wei, Wei-Qiang Gao, Ru Yang, Jia Wang

**Keywords:** Cerebellum, Development of granule cells, Granule neuron progenitors, Differentiated granule neurons, SHH medulloblastoma, Single-cell RNA sequencing, Spatial transcriptomics

## Abstract

**Background:**

Cerebellar neurogenesis involves the generation of large numbers of cerebellar granule neurons (GNs) throughout development of the cerebellum, a process that involves tight regulation of proliferation and differentiation of granule neuron progenitors (GNPs). A number of transcriptional regulators, including *Math1*, and the signaling molecules Wnt and Shh have been shown to have important roles in GNP proliferation and differentiation, and deregulation of granule cell development has been reported to be associated with the pathogenesis of medulloblastoma. While the progenitor/differentiation states of cerebellar granule cells have been broadly investigated, a more detailed association between developmental differentiation programs and spatial gene expression patterns, and how these lead to differential generation of distinct types of medulloblastoma remains poorly understood. Here, we provide a comparative single-cell spatial transcriptomics analysis to better understand the similarities and differences between developing granule and medulloblastoma cells.

**Results:**

To acquire an enhanced understanding of the precise cellular states of developing cerebellar granule cells, we performed single-cell RNA sequencing of 24,919 murine cerebellar cells from granule neuron-specific reporter mice (*Math1-GFP*; *Dcx-DsRed* mice). Our single-cell analysis revealed that there are four major states of developing cerebellar granule cells, including two subsets of granule progenitors and two subsets of differentiating/differentiated granule neurons. Further spatial transcriptomics technology enabled visualization of their spatial locations in cerebellum. In addition, we performed single-cell RNA sequencing of 18,372 cells from *Patched*^+/−^ mutant mice and found that the transformed granule cells in medulloblastoma closely resembled developing granule neurons of varying differentiation states. However, transformed granule neuron progenitors in medulloblastoma exhibit noticeably less tendency to differentiate compared with cells in normal development.

**Conclusion:**

In sum, our study revealed the cellular and spatial organization of the detailed states of cerebellar granule cells and provided direct evidence for the similarities and discrepancies between normal cerebellar development and tumorigenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-021-01071-8.

## Background

Cerebellar granule neuron progenitors (GNPs) are an excellent model to study neuronal proliferation and differentiation regulation in brain development. GNPs proliferate extensively during the first two postnatal weeks in the external granule layer (EGL), a transient secondary germinal zone [1–4]. The cells then exit the cell cycle and migrate inward to the internal granule layer (IGL), where they differentiate into mature granule neurons (GNs). Numerous studies have reported many regulatory factors, including transcription factors (TFs) and environmental cues, that are involved in GN proliferation, migration, and differentiation [2, 5, 6]. For example, *Math1* is the most well-known TF that is expressed transiently in the EGL at early developing stages and is required for the transit amplification of GNPs [7, 8].

Control of neuronal progenitor cell proliferation is essential for healthy brain development, and deregulation of this fundamental developmental event contributes to brain cancer [9]. Medulloblastoma (MB) is one of the most common pediatric brain tumors, and it arises from deregulated cerebellar development [10, 11]. The current knowledge based on gene expression analysis has identified four major molecular subgroups of MB, namely WNT-MB, Sonic hedgehog (SHH)-MB, group 3 MB, and group 4 MB [12, 13]. The cellular origins of MB have been investigated for many years through cell lineage-tracing strategies [14, 15]. Recently, several groups used single-cell genomics approaches to correlate the diverse MB phenotypes with the putative cells of origin. These reports demonstrated that each subtype of MB is derived from a specific cell of origin [16, 17], which thereby determines the clinical and molecular behavior of the disease. For instance, the SHH-MB group, comprising about 30% of all MBs, is demonstrated to originate from granule progenitors [18].

Single-cell RNA sequencing (scRNA-seq) has facilitated the transcriptional cataloging of cell types in both developing cerebellum [19, 20] and MB [16, 17]. However, these single-cell studies did not examine the detailed cellular states associated with the progenitor/differentiation programs of GNs. In addition, single-cell sequencing involves a preprocessing step of tissue dissociation, which leads to the loss of spatial information. Recent advances in spatial transcriptomics (ST) have overcome this challenge, although this approach is still limited in providing single-cell resolution [21].

Here, our study focused on developing GNs, with the aim to elucidate their cellular states and lineage trajectories. We applied both scRNA-seq and ST techniques (Fig. 1a) to profile the cellular subpopulation and associated spatial locations in early postnatal mouse cerebellum. Additionally, we performed scRNA-seq for three MB tumors developed in *Patched*^+/−^ mutant mice and acquired the single-cell transcriptome of tumor cells. We then performed the comparative analyses to assess the similarity and differences between normal developing GNs and tumor cells. These findings will facilitate a broader functional understanding of the progenitor/differentiation balance as well as relevance to MB tumorigenesis.

**Fig. 1:**
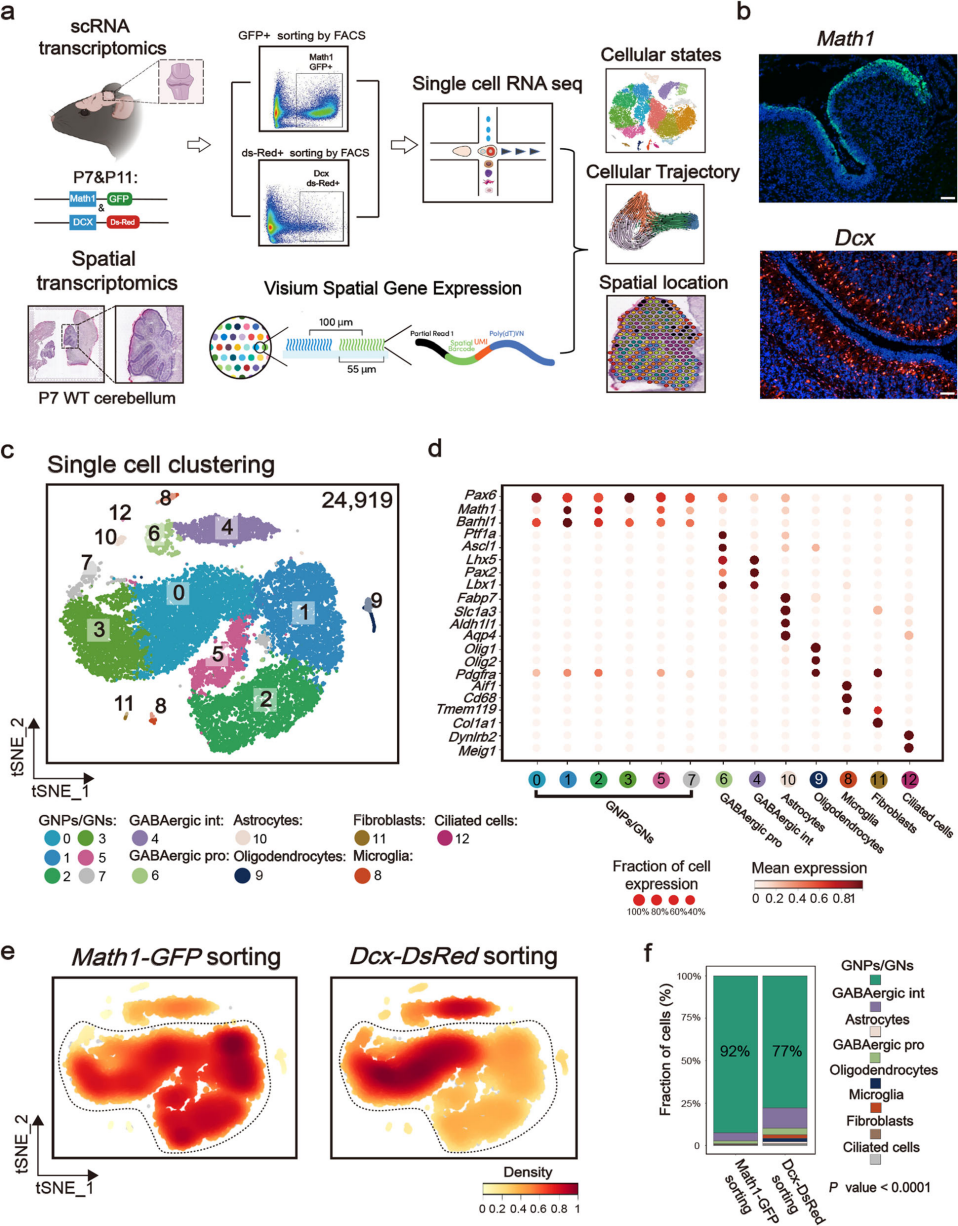
Single-cell transcriptome profiling of postnatal cerebellar cells. **a** Workflow (top panel) for cerebellum collection by FACS-sorted, single-cell sequencing, and analysis of two samples [one at postnatal days 7 (P7) and the other at P11] from *Math1-GFP* mice and two samples [one at P7 and the other at P11] from *Dcx-DsRed* mice. Workflow (bottom panel) for cerebellum section, spatial transcriptomes, and analysis of two samples from WT mice (both at P7). **b** Strains were established from transgenic *Math1-GFP* and transgenic *Dcx-DsRed* mice. Scale bar: 100 μm. **c** t-SNE visualization of 24,919 cells from FACS-sorted samples (*n* = 4; *Math1-GFP* mice at P7 and P11; *Dcx-DsRed* mice at P7 and P11). Cells are colored according to clusters with annotation of cell types. **d** Dot plot for the expression of marker genes in each cell type. Color represents the mean expression in each cell cluster, and size indicates the fraction of cells expressing marker genes. **e** t-SNE visualization of 24,919 cells from FACS-sorted samples: *Math1-GFP*^+^ and *Dcx-DsRed*^+^ samples. **f** Bar plot showing the proportion of cell types in *Math1-GFP*^+^ and *Dcx-DsRed*^+^ samples. *P* < 0.0001. *P* values were determined using Pearson’s chi-square test

## Results

### Single-cell transcriptome profiling of postnatal cerebellar cells

We have previously used the *Math1*-*GFP* and *Dcx*-*DsRed* reporter mouse lines to study the cell division modes of developing GNs [22]. As shown in Fig. 1b, the GFP^+^ high cells represented *Math1*-expressing GNPs, while red fluorescent-labeled cells corresponded to the *Dcx*-expressing differentiating GNs. In this study, to focus on GN development, we performed scRNA-seq for both *Math1-GFP*^+^ and *Dcx-DsRed*^+^ cells isolated from postnatal cerebellum tissues of transgenic mice. Fluorescent-labeled cells were isolated using fluorescent-activated cell sorting (FACS) from the early postnatal cerebellum at postnatal day 7 and 11 (P7 and P11), as GN cells undergo massive proliferation and differentiation during the first 2 weeks after birth [1, 3].

After quality control including doublet removal, we obtained a total of 24,919 FACS-purified cells. 

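The FACS-sorted cells came from 4 libraries, 1 per reporter line (*Math1-GFP* or *Dcx-DsRed*) at each of P7 and P11, and the paper states n = 4 mice. Cerebella were dissociated with papain, and droplet libraries tagged each RNA molecule with a unique molecular identifier (UMI). The authors aligned the reads to mm10 and counted UMIs per gene with CellRanger. The values used here are these whole counts without normalization. In the order *Math1-GFP* P7, *Math1-GFP* P11, *Dcx-DsRed* P7 and *Dcx-DsRed* P11, the tables held 4149, 11517, 5731 and 4486 cells, 22327926, 47670227, 28358458 and 19985448 UMIs, and a median of 5008, 3514, 4334 and 3960.5 UMIs per cell. They listed 14243 to 16287 genes without most ribosomal protein genes, and no cell had more than 3921 genes, so filters had already been applied to them.

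Cells with more than 500 genes and less than 10% mitochondrial UMIs were kept, and simulated-doublet scores of at least 0.25 were removed with their cells. This left 4075, 10812, 5557 and 4323 cells. Each library was clustered on its own (2000 variable genes, 30 principal components, Leiden resolution 1), whereas the authors first integrated the libraries with Harmony. Clusters were named from lists of marker genes, and the rule that turns marker levels into names was adjusted after the clusters had been seen. A library is 1 observation and its cells are not replicates, so the exact binomial (Clopper-Pearson) intervals on a share in 1 library cover counting error only. In the *Math1-GFP* P7, *Dcx-DsRed* P7 and *Dcx-DsRed* P11 libraries, cells with both a *Xist* UMI and a UMI of a Y chromosome gene were 0.195, 0.195 and 0.281 times as frequent as independence would give. *Atoh1* is the symbol under which the tables list *Math1*.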

Unsupervised clustering using t-distributed stochastic neighbor embedding (t-SNE) revealed thirteen clusters (Fig. 1c). Based on the known annotations of marker genes from the literature [16, 19, 23], we divided these cell populations into eight cell lineages, including GNP/GN cells (expressing *Math1*, *Barhl1* and *Pax6*), GABAergic progenitors (GABAergic pro) (expressing *Ptf1a*, *Ascl1*, and *Lhx5*), GABAergic interneurons (GABAergic int) (expressing *Pax2* and *Lbx1*), astrocytes (expressing *Fabp7*, *Slc1a3*, *Aldh1l1*, and *Aqp4*), oligodendrocytes (expressing *Olig1*, *Olig2*, and *Pdgfra*), fibroblasts (expressing *Col1a1*), microglia (expressing *Aif1*, *Cd68*, and *Tmem119*), and ciliated cells (expressing *Dynlrb2* and *Meig1*) (Fig. 1d). 

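The clusters were named with these same markers, so their levels describe the groups and do not test the names. Levels are counts scaled to the summed UMIs of a group of cells (CPM). In the 3545 granule cells of the *Math1-GFP* P7 library, *Atoh1* stood at 84.1 against 1.31 CPM in the other named cells, *Barhl1* (ENSMUSG00000026805, chromosome 2, 28907679 to 28916668) at 359.6 against 12.7 and *Pax6* (ENSMUSG00000027168, chromosome 2, 105668900 to 105697364) at 931 against 299.9.

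The other lineages are given for the *Dcx-DsRed* P7 library, each against its granule cells. GABAergic progenitors (325 cells) had *Ptf1a* at 327 against 0.434 CPM and *Lhx5* at 409.6 against 3.80. GABAergic interneurons (869 cells) had *Pax2* at 535 against 3.37 and *Lbx1* at 86.2 against 0.380. Astrocytes (59 cells) had *Fabp7* at 18503 against 50.7, *Slc1a3* at 5367 against 43.7, *Aldh1l1* at 479 against 0.597 and *Aqp4* at 2005 against 1.03. In oligodendrocytes (103 cells) *Olig1* stood at 1483 against 1.79, *Olig2* at 161 against 0.434 and *Pdgfra* at 203 against 94.9. Fibroblasts (55 cells) had *Col1a1* at 1412 against 0.543. Microglia (128 cells) had *Aif1* at 648 against 0.597, *Cd68* at 1411 against 2.23 and *Tmem119* at 53.3 against 1.03. Ciliated cells (31 cells) had *Dynlrb2* at 2218 against 0.489 and *Meig1* at 2115 against 0.272. No cluster of the *Math1-GFP* libraries was named astrocytes or ciliated cells. A named cluster needed at least 10 cells, so fewer such cells, or more that did not cluster apart, would not be seen.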

We found that the proportion of GNPs/GNs in *Math1-GFP*^+^ sorted cells was significantly larger than in *Dcx-DsRed*^+^ sorted cells (92% in *Math1-GFP*^+^ cells, 77% in *Dcx-DsRed*^+^ cells, *P* < 0.0001, Pearson’s chi-square test; Fig. 1e, f), in line with the fact that *Dcx* is broadly expressed in both GNs and other migrating neurons [24].

Considering that the biased FACS-based sorting strategy may result in the loss of some cell populations/states of developing GN cells, we also collected whole cerebellar cells from wild-type (WT) mice for scRNA-seq (Additional file 1: Figure S1a). 

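The unsorted cells came from 1 WT mouse labelled P7 and 1 labelled P11. Cerebella were dissociated with collagenase IV and DNase I in place of papain, and cells were purified on a density medium. The tables held 8769 and 13377 cells, 30275584 and 34895616 UMIs and a median of 2962 and 2236 UMIs per cell, below every sorted library. The median mitochondrial share was 8.23% and 5.97%. The limits on genes, mitochondrial share and doublets left 6974 and 12503 cells, of which 464 in the P11 table belonged to clusters without a name. Clusters were named as in the sorted libraries, and the shares of the WT and sorted groups were compared over libraries (n = 2 and n = 4) with two-sided exact permutation tests, whose smallest possible p is 0.0667.

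Some genes of young tissue and of myelin went against the P11 label. *H19* stood at 125 CPM over all cells of that library against 3.29 in the P7 one, and *Mbp* at 20.4 against 2170.1. These genes were picked after their values had been seen. It is therefore called the library labelled WT P11. Cells with both a *Xist* UMI and a Y chromosome UMI were 0.453 times as frequent in it as independence would give.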

We obtained 20,367 cells from two WT samples, which were then integrated with cells isolated from *Math1-GFP*^+^ and *Dcx-DsRed*^+^ reporter mice (45,286 cells) (Additional file 1: Figure S1b). This analysis showed two additional cell types, Purkinje cells (PCs, expressing *Calb1* and *Car8*) and unipolar brush cells (UBCs, expressing *Eomes*) in WT cerebellar cells (Additional file 1: Figure S1f). Additionally, astrocytes (expressing *Fabp7*, *Slc1a3*, *Aldh1l1*, and *Aqp4*) were also mainly derived from unsorted samples (Additional file 1: Figure S1d and S1e). 

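Purkinje cells made up 6.13% (766 of 12503 cells, 95% interval 5.71 to 6.56%) of the library labelled WT P11, with *Calb1* (ENSMUSG00000028222, chromosome 4, 15881264 to 15908064) at 577 against 5.69 CPM in its granule cells and *Car8* (ENSMUSG00000041261, chromosome 4, 8143362 to 8239041) at 942 against 7.56. The P7 WT library had 0 of 6974 cells in such a cluster. The *Dcx-DsRed* P7 and P11 libraries had 20 (0.360%) and 38 (0.879%), with *Calb1* at 6672 and 2184 CPM. The means were 3.06 ± 4.33% (SD, n = 2) in WT and 0.310 ± 0.416% (SD, n = 4) in sorted libraries (exact permutation p = 0.333). Without the library labelled WT P11 the difference turned from 2.75 to −0.310 points. When each cell was given the type with its highest marker score, the P7 WT library held 1.00% Purkinje cells, the sorted libraries at most 0.918%, and p was 0.0667.

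Unipolar brush cells made up 3.44% (430 of 12503 cells, 95% interval 3.13 to 3.77%) of the library labelled WT P11, with *Eomes* (ENSMUSG00000032446, chromosome 9, 118478212 to 118486132) at 684 against 38.2 CPM in granule cells. The P7 WT library had 0, and of the sorted libraries only *Dcx-DsRed* P7 had any (26 cells, 0.468%). The means were 1.72 ± 2.43% (SD, n = 2) and 0.117 ± 0.234% (SD, n = 4), with an exact permutation p of 0.333. Without the library labelled WT P11 the difference went from 1.60 to −0.117 points, and by the highest marker score it was 0.0912 points.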

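Astrocytes were 1.28% (89 of 6974 cells, 95% interval 1.03 to 1.57%) of the P7 WT library and 7.77% (971 of 12503 cells, 95% interval 7.30 to 8.25%) of the library labelled WT P11, where *Fabp7* stood at 11806 against 187 CPM in granule cells, *Slc1a3* at 2876 against 94.0, *Aldh1l1* at 209.8 against 2.98 and *Aqp4* at 25.1 against 0.266. Among sorted libraries the *Dcx-DsRed* ones held 1.06% at P7 and 0.879% at P11. WT libraries had a mean of 4.52 ± 4.59% (SD, n = 2) and sorted ones 0.485 ± 0.565% (SD, n = 4). Both WT libraries lay above all 4 sorted ones, by 4.04 points in the mean (exact permutation p = 0.0667). The highest marker score gave 11.0 points, and leaving out the library labelled WT P11 gave 0.791 points. With a mitochondrial share under 5% the lowest WT library held 0%, and the exact permutation p was 0.333.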

Notably, there was no unique granule neuron assigned to WT samples, suggesting that our FACS strategy did not result in the loss of any GN subsets (Additional file 1: Figure S1d and S1e). Nevertheless, probably due to a high proportion of granule neurons in developing cerebella, the lineage-tracing strategy in our study did not show an obvious advantage over WT samples in enriching granule neurons for single-cell sequencing.

### Identifying distinct states associated with postnatal GN development

The progenitor/differentiation states of GNs have been characterized by many previous studies, which suggested that there are at least two major cell subsets of GN cells referred as GNPs and GNs that differ in cell cycle activities and spatial locations [25]. To obtain a better understanding of the cellular states associated with developing postnatal GN cells, we computationally isolated and re-clustered GNPs/GNs of *Math1-GFP*^+^ and *Dcx-DsRed*^+^ cells, which revealed nine sub-clusters (Fig. 2a). Five clusters (cluster 2, 3, 4, 5, and 6) highly expressed the progenitor cell marker *Math1* (Fig. 2c), while the remaining clusters (cluster 0, 1, 7, and 8) showed upregulated expression of *Dcx* (Fig. 2c), which corresponds to differentiating/differentiated cell states. 

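The clusters of Fig. 2a were not recomputed. Genes were instead compared between the cell states that the paper defines later by gene modules, after the genes named in the paper had been left out of the modules that assign cells to states. UMIs were summed per library and state, and edgeR's quasi-likelihood test with library as a block compared a state with the others over 11852 genes (n = 4 sorted libraries, two-sided). *Atoh1* (ENSMUSG00000073043, chromosome 6, 64729125 to 64731245) stood at 80.6 ± 20.6 and 144 ± 35.5 CPM (SD) in dividing and non-dividing GNPs, and *Dcx* (ENSMUSG00000031285, chromosome X, 143855842 to 143933311) at 209 ± 10.7 and 201 ± 7.95.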

GNPs have been shown to possess high proliferation potential. In keeping with this notion, most *Math1*-expressing cells showed markedly unregulated cell cycle activities (Fig. 2d). In contrast, *Dcx*-expressing cells showed downregulated cell cycle activities and an upregulated gene set that was previously used to highlight the differentiating/differentiated GNs (*Rbfox3*, *Grin2b*, and *Neurod1*) [23, 26] (Fig. 2d). 

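Granule cells with an *Atoh1* UMI and no *Dcx* UMI were compared with cells with a *Dcx* UMI and no *Atoh1* UMI. In the *Math1-GFP* P7, *Math1-GFP* P11, *Dcx-DsRed* P7 and *Dcx-DsRed* P11 libraries there were 318, 840, 343 and 151 of the former and 2048, 5986, 2320 and 2435 of the latter. The UMIs of the paper's G1/S and G2/M genes came to 20852, 20558, 22335 and 20905 CPM in the former and 15915, 12849, 16272 and 11188 in the latter. The ratio was 1.31, 1.60, 1.37 and 1.87, with a mean of 1.52 and the same direction in 4 of 4 libraries (exact sign test, two-sided p = 0.125, the smallest that 4 libraries can give). Thinning every cell to 2000 UMIs raised the mean ratio to 2.01. A UMI of either gene is not exclusive to 1 state at this depth. With cells of the *Math1-GFP* P7 library (Math1_P7) thinned to 2000 UMIs, *Dcx* was found in 33.9% of dividing GNPs and 37.7% of non-dividing GNPs. In the *Dcx-DsRed* P7 library (Dcx_P7) 7.81% of microglia, which serve as background, held a *Dcx* UMI.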

As expected, *Dcx*-expressing cells were largely derived from *Dcx-DsRed*^+^ sorted samples (Fig. 2b). In contrast, *Math1-GFP*^+^ sorted strategy seems not to be able to enrich GNPs. 

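At least 1 *Dcx* UMI was found in 74.5% and 71.1% of granule cells of the P7 and P11 *Math1-GFP* libraries, and in 71.9% and 73.3% of those of the *Dcx-DsRed* libraries. Of the 15350 granule cells with a *Dcx* UMI, 5460 (35.6%) came from *Dcx-DsRed* sorted samples. The same samples gave 7520 of all 21267 granule cells (35.4%). This difference was not tested over libraries. The paper's statement is on clusters with upregulated *Dcx*, whereas here 1 UMI sufficed and most granule cells of every sorted library counted.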

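Dividing and non-dividing GNPs together were 60.6% of granule cells in the P7 and 46.0% in the P11 *Math1-GFP* library, and 58.7% and 33.3% in the *Dcx-DsRed* libraries. The means of 53.3 ± 10.3% (SD, n = 2) and 46.0 ± 17.9% (SD, n = 2) differed by 7.29 points (exact permutation test, two-sided p = 0.667). Leaving out the *Dcx-DsRed* P11 library changed the direction, to −5.40 points, and leaving out the *Math1-GFP* P7 library gave −0.0083 points. Leaving out 1 library also unbalances age, and the *Math1-GFP* library was higher at both ages.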

We speculate that this is due to our FACS threshold that was set for collecting all *Math1*-expressing cells but not for *Math1*^high^ GNPs (Additional file 1: Figure S1c).

**Fig. 2:**
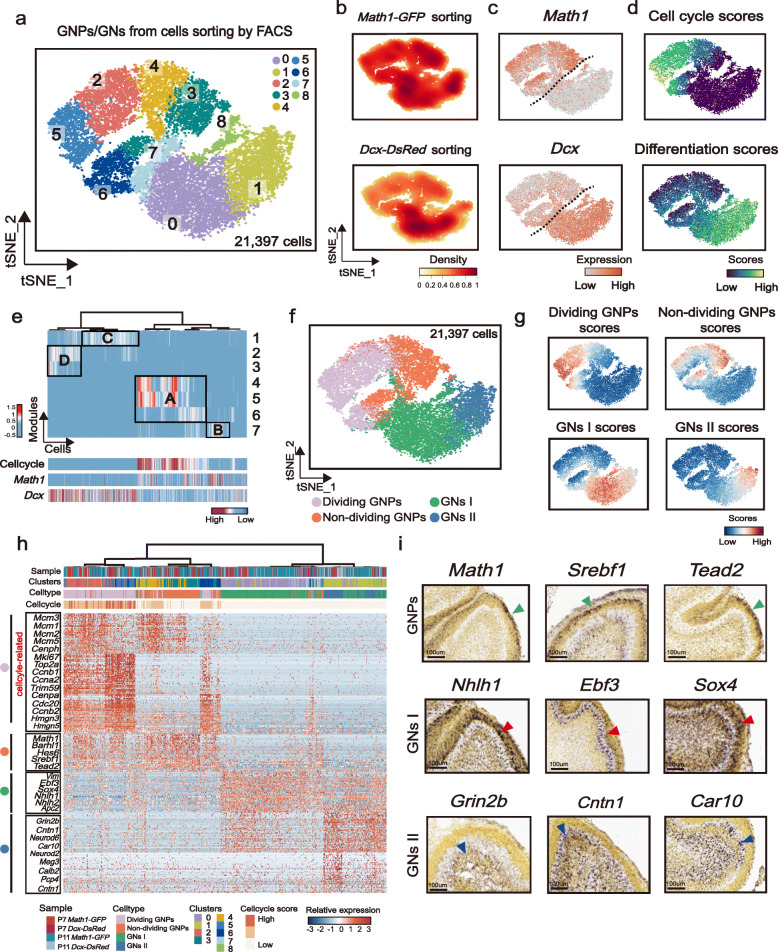
Identifying distinct states associated with postnatal GN development. **a** t-SNE visualization of 21,397 granule neuron cells (GNs) from FACS-sorted samples after re-clustering. *n* = 4 mice. They are Math1-GFP mice at P7 and P11, as well as Dcx-DsRed mice at P7 and P11. Cells are colored according to clusters. **b** t-SNE visualization of FACS-sorted sample sources including *Math1-GFP*^+^ and *Dcx-DsRed*^+^ samples. **c** Signature gene expression of GNPs (*Math1*) and differentiating/differentiated GNs (*Dcx*). **d** t-SNE visualization of cell cycle and differentiation (*Rbfox3*, *Grin2b*, and *Neurod1*) gene scores. **e** Scores of GNs (X-axis) for seven modules (Y-axis) derived from Monocle 3 module analysis. Four highly correlated modules are highlighted (modules A, B, C, and D). Cells and modules are hierarchically clustered. Scores of cell cycle genes, and expression of *Math1* and *Dcx* are ordered as on the top. **f** Four cell states are defined corresponding to the four main modules in **e**. **g** Scores of the four main module genes are shown. **h** Heatmap depicting gene expression levels of markers in the four GN states, with color-coding for the corresponding FACS-sorted sample, clusters, cell types, and cell cycle scores. **i** Signature gene expression of GNPs (Math1, Srebf1, and Tead2), GNs I (Nhlh1, Ebf3, and Sox4), and GNs II (Grin2b, Cntn1, and Car10). In situ hybridization (ISH) data were obtained from the Allen Developing Mouse Brain Atlas (© 2008 Allen Institute for Brain Science. Allen Developing Mouse Brain Atlas http://developingmouse.brain-map.org). Scale bar: 100 μm. Mouse cerebellum at P4 are shown

To gain a global understanding of the undifferentiated/differentiated states of GNs, we next applied Moran’s I test implemented in Monocle 3 [27, 28] to dissect the underlying transcriptional modules. This analysis identified seven modules differentially expressed within and among Louvain component clusters in Monocle 3 (Fig. 2e, Y-axis). All GNPs/GNs were then scored with representative genes of each module (Fig. 2e, X-axis). By hierarchical clustering and subsequent gene ontology (GO) enrichment analysis, these seven modules were further grouped into four main modules (Additional file 4: Table S3) that may correspond to four distinct states of GN cells (Fig. 2e, Additional file 1: Figure S2a). Module A contained many genes correlated with nuclear division and cell cycle (Additional file 4: Table S3), corresponding to the dividing *Math1*-expressing GNPs (Fig. 2e). Module B was highly expressed in a small population of *Math1*-expressing GNPs with downregulated cell cycle activities, likely corresponding to the non-dividing GNPs (Fig. 2e). In contrast, modules C and D characterized by gene ontology as associated with neurogenesis and neuron differentiation were highly upregulated in *Dcx*-expressing non-cycling cells, indicating that there were likely two subsets of differentiated GNs (Fig. 2e). 

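The module genes listed in Table S3 number 150 for dividing and 46 for non-dividing GNPs, and all were in the tables. Each granule cell was scored for the 4 modules against 100 control genes per gene drawn from 24 expression bins, and took the state with the highest score. The shares of dividing and non-dividing GNPs were 32.5% and 28.1% of 3545 cells (*Math1-GFP* P7) and 24.6% and 21.4% of 10202 cells (*Math1-GFP* P11). In the *Dcx-DsRed* libraries they were 33.3% and 25.4% of 3859 cells at P7 and 18.8% and 14.6% of 3661 cells at P11. Between states, 4348 of 11852 genes were higher and 4109 lower in dividing GNPs at an adjusted p below 0.05. The counts were 4155 and 3826 for non-dividing GNPs. Cells were grouped by expression before these tests, and most genes of the modules were among the genes tested, so the counts describe the groups.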

We next scored individual cells according to these four modules, which assigned GNPs/GNs into dividing GNPs (corresponding to module A), non-dividing GNPs (corresponding to module B), GNs I (corresponding to module C), and GNs II (corresponding to module D) (Fig. 2f, g).

We next assessed the transcriptional signature of these four states of GNs. As shown in Fig. 2 h, both dividing and non-dividing GNPs highly expressed progenitor-associated signature genes (such as *Math1*, *Barhl1*, *Hey1*, and *Hes6*), but differed in cell cycle-related gene expression. In addition to the well-known marker genes, some novel marker genes were associated with the GNP state. For example, *Srebf1* and *Tead2*, which were both introduced as critical regulators of cerebral neuron development [29, 30], were highly expressed in the progenitor state of GN. 

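*Barhl1* (ENSMUSG00000026805, chromosome 2, 28907679 to 28916668) stood at 398 ± 119 and 572 ± 126 CPM (SD, n = 4 libraries) in dividing and non-dividing GNPs. *Hey1* (ENSMUSG00000040289, chromosome 3, 8663359 to 8667256) stood at 160.2 ± 10.0 and 342 ± 38.2 CPM, and *Hes6* (ENSMUSG00000067071, chromosome 1, 91411483 to 91414038) at 255 ± 13.9 and 339 ± 16.5 CPM.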

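In dividing and non-dividing GNPs, *Srebf1* (ENSMUSG00000020538, chromosome 11, 60199089 to 60222581) had 62.1 ± 13.9 and 126 ± 33.2 CPM (SD, n = 4 libraries) and *Tead2* (ENSMUSG00000030796, chromosome 7, 45215753 to 45233644) had 238 ± 6.85 and 337 ± 30.7 CPM. Both were highest in non-dividing GNPs.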

To validate this finding, we then checked their expression patterns with in situ hybridization (ISH) from the Allen Developing Mouse Brain Atlas [31]. As shown in Fig. 2i, Srebf1 and Tead2 are both expressed in the outer EGL, similar to Math1 expression.

We next turned our attention to the differentiated GNs and found that GNs I highly expressed *Vim*, *Ebf3*, *Apc2*, *Sox4*, *Nhlh2*, and *Nhlh1* (Fig. 2h). Among these markers, *Vim* has been widely linked with epithelial-mesenchymal transition and cell migration [32, 33] and *Nhlh1* is a TF linked to the onset of granule cell differentiation in migrating granule cell precursors [34]. In addition, *Nhlh2* was previously found in the premigratory zone of the EGL where GNPs undergo the initial stages of neuronal differentiation [35] and *Apc2*-deficient neurons could impair the migration of GNs [36]. These findings indicated that GNs I likely represented a group of differentiating/migrating GNs. In line with our expectations, ISH analysis revealed that the GNs I marker Nhlh1 was strongly expressed in the inner EGL (Fig. 2i). Other markers detected in GNs I, such as Sox4 and Ebf3, were also expressed in the inner EGL (Fig. 2i). GNs II highly expressed markers that have been reported to correspond to GN differentiation such as *Grin2b*, *Calb2*, and *Cntn1* [23] and a novel marker such as *Car10*. The expressions of Grin2b, Calb2, and Car10 were detected within the IGL region (Fig. 2i), suggesting that GNs II represented a population of more committed GNs. Together these findings show that the delicate cell states of developing GNs and associated signature genes were highlighted at single-cell resolution, revealing four distinct states of postnatal developing GNs. Whether some unreported molecules in developing GNs such as *Srebf1*, *Tead2*, *Vim*, *Sox4*, *Ebf3*, and *Car10* play a vital role in regulating the undifferentiated/differentiated states of GNs should be explored in future studies.

### TF regulatory networks underlying cell states of GNs

Cell phenotypes/states are governed by core regulatory TFs that interact with cis-regulatory elements, namely regulons, for directing transcriptional programs [37]. We next utilized SCENIC [37] to identify the master TF networks associated with the four cell states in the GN cells. This result revealed that the four states of GN cells were constructed by distinct regulons (Fig. 3a). For example, as expected, the dividing GNPs are driven by many cell cycle-related regulons, including *E2f2* and *Ezh2* (Fig. 3b). 

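Regulon activity was not computed here. The expression of the regulators themselves was compared between states in the 4 sorted libraries. *E2f2* (ENSMUSG00000018983, chromosome 4, 136172394 to 136196057) stood at 52.6 ± 8.29 and 28.2 ± 6.56 CPM (SD) in dividing and non-dividing GNPs, and *Ezh2* (ENSMUSG00000029687, chromosome 6, 47530139 to 47595341) at 415 ± 69.9 and 245 ± 41.2. Dividing GNPs were above the other states by log2 differences of 2.32 (SE 0.09, edgeR adjusted p = 1.21e-17) and 1.29 (SE 0.05, edgeR adjusted p = 3.13e-17).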

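By expression alone, *Zeb1* (ENSMUSG00000024238, chromosome 18, 5591860 to 5775467) reached 169.5 ± 13.3 CPM, with 68.7 to 144 in the other states and a log2 difference of 0.65 (SE 0.05, edgeR adjusted p = 3.94e-11). It was higher in non-dividing GNPs in 4 of 4 sorted libraries (n = 4, SD over libraries), and *Hey1* was also highest there.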

Of interest, the non-dividing state of GNPs was orchestrated by a unique set of regulons, such as *Zeb1* and *Hey1* (Fig. 3b). The subsequent ISH examination confirmed that Zeb1 and Hey1 were expressed in the outer EGL (Fig. 3c). GNs I was highlighted by the regulon of *Neurod1*, which has been previously demonstrated to terminate GNP proliferation and thereby promote migration and differentiation [38]. In addition, we found that *Eomes*, the specific marker of UBCs [39], was also upregulated in GNs I (Fig. 3b). In ISH, *Neurod1*-positive cells were enriched in the inner EGL and molecular layer/Purkinje cell layer (ML/PCL), validating the migrating state of GNs I (Fig. 3c). GNs II showed significant upregulation of the *En1* regulon, which was strongly expressed in the inner EGL at E17.5 in the previous report [40]. In comparison, *En1* has dynamic expression patterns throughout cerebellar development. Examination of En1 at P4 revealed that most En1-positive cells were located in the IGL (Fig. 3c). Notably, the GNs II preferentially activated many TF regulons that have not been characterized in GN development, including *Bmyc*, *Bcl3*, and *Esrrg* (Fig. 3b). Taken together, SCENIC analysis supported that postnatal GNs displayed four distinct states.

**Fig. 3:**
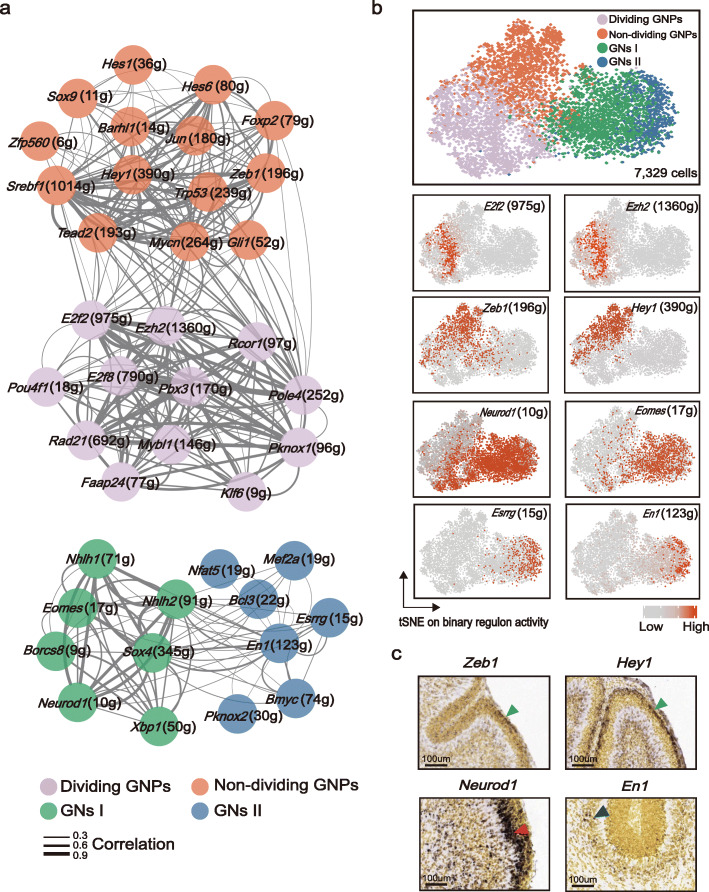
TF regulatory networks underlying cell states of GNs. **a** Network showing the correlation of regulons in four GN states. Nodes are colored according to cell types. The edge width corresponds to the values of correlation between regulons. **b** t-SNE visualization on the binary regulon activity matrix. Cells are colored according to four cell states. t-SNE visualization of regulon activities in four GN states. **c** Expression of Zeb1, Hey1, Neurod1, and En1 in the mouse cerebellum. In situ hybridization (ISH) data were obtained from the Allen Developing Mouse Brain Atlas (© 2008 Allen Institute for Brain Science. Allen Developing Mouse Brain Atlas http://developingmouse.brain-map.org). Scale bar: 100 μm. Mouse cerebellum at P4 are shown

### Identifying cell populations in the cerebellum with ST

Although ISH data provided evidence for the spatial location of the identified GN subsets, we next used ST to capture more comprehensive spatial information of these cell types. 

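Spatial transcriptomes were measured on Visium slides with brain sections of 2 P7 mice, and the values are UMI counts per gene and spot. The matrix used here pools the spots of both mice without saying which spot is from which mouse, so it is 1 sample and its spots are not replicates. It held the spots under tissue, cerebellum and neighbouring brain together, with 31859676 UMIs and a median of 13301 UMIs per spot. Removing 8 spots with fewer than 500 genes and 1 with 10% mitochondrial UMIs or more left 2396 spots, and 15288 genes seen in at least 15 spots were used. Spots were clustered without the genes that the paper uses to score cell states. Clusters with at least 4 cerebellar marker genes raised were kept, clustered again and assigned to the external granule layer (EGL), molecular and Purkinje cell layer (ML/PCL), internal granule layer (IGL) or white matter (WM) by fixed markers. The location of spots on the section was not used. No test was made between regions, and the exact Poisson intervals on summed UMIs cover counting error only.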

ST was performed on brain sections from two C57BL mice at P7 (Additional file 1: Figure S3a), which generated a total of 473 individual spots on the H&E-stained slice of the developing cerebellum at P7. We then performed the dimensionality reduction and clustering analysis on the spatial (spot) gene expression profiles and identified nine sub-clusters (Fig. 4a). Based on the expression of the cell-type markers, these clusters primarily represented layer-enriched neuron populations present across the EGL, ML/PCL, and IGL to WM areas (Fig. 4b). For example, spots of cluster 2 and 6 highly expressed GNP markers such as *Mki67*, *Math1*, and *Barhl1*, corresponding to the EGL. 

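The clusters were taken as regions. They held 374 cerebellar spots, 45 in the EGL, 146 in the ML/PCL, 130 in the IGL and 53 in the WM, with 397012, 1693459, 1191556 and 545985 UMIs in the same order. Limiting the analysis to spots with over 2000 genes gave 138, 173, 135 and 52 of 498 spots. Keeping clusters with 3 cerebellar markers, a setting chosen after seeing the data, gave 157, 161, 138 and 67 of 523.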

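In EGL spots, *Atoh1* stood at 20.2 (8.70 to 39.7) CPM on 8 UMIs, with 4.13 to 5.87 in the other regions. *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) stood at 169 (131 to 214) CPM with 78.9 to 119 elsewhere, and *Barhl1* at 252 (205 to 306) with 60.4 to 109. The brackets are exact 95% Poisson intervals. All 3 genes were among the markers that named the region, so the levels describe it.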

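The Purkinje cell markers *Calb1*, *Pcp4* and *Car8* were also used to name the ML/PCL region. *Calb1* stood at 1189 (1138 to 1242) CPM there, with 887 in the EGL, 238 in the IGL and 189 in the WM. *Pcp4* (ENSMUSG00000090223, chromosome 16, 96467606 to 96525793) stood at 4680.4 (4578 to 4785), with 3390.3, 1249 and 661, and *Car8* at 1071 (1022 to 1121), with 806, 189 and 154 (brackets are exact 95% Poisson intervals).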

Spots of clusters 5, 7, and 8 with strong expressions of PC marker genes (such as *Calb1*, *Pcp4*, and *Car8)* mapped to the ML/PCL. Of note, here we merged ML and PCL together because of the limited resolution of ST spot (55–100 μm). Next, we mapped the clustered spots back to their original coordinates in the cerebellar section and found that t-SNE clusters were projected into different histological annotations, supporting the ability to identify spatial regions based on ST gene expression (Fig. 4c–d, Additional file 1: Figure S3b–S3c).

**Fig. 4:**
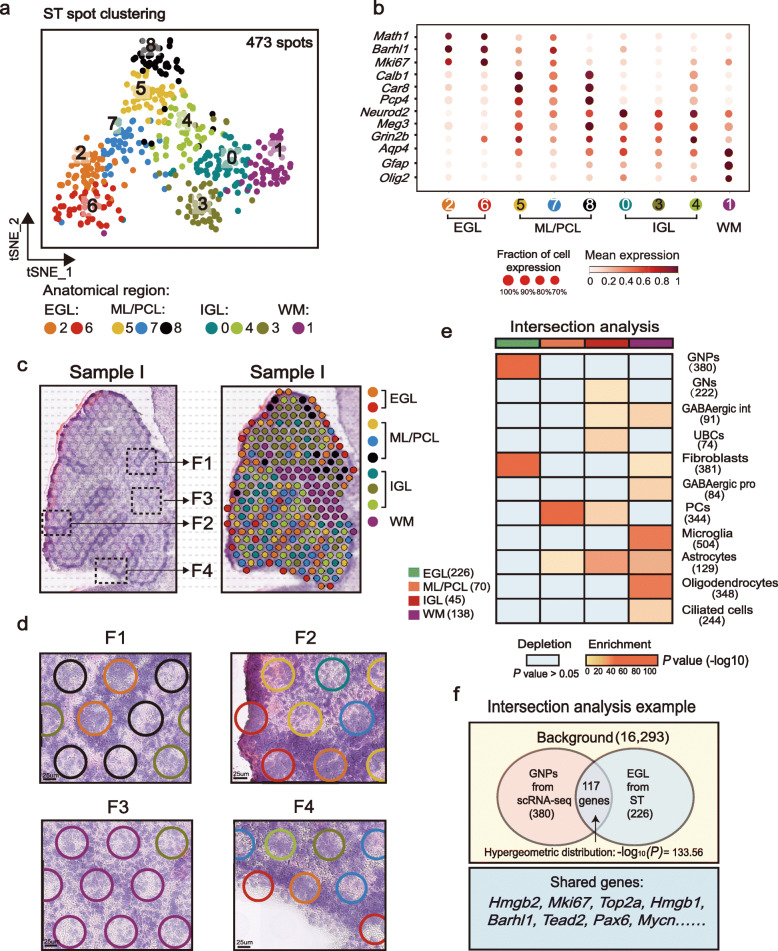
Identifying cell populations in the cerebellum with ST. **a** Dimensionality reduction and clustering of 473 spots from cerebellum section from WT mice at P7. *n* = 2 mice. They are sample I and sample II. Each cluster’s annotated anatomical region of sample I is indicated in **c**. Spots are colored according to clusters. **b** Dot plot for the expression of representative marker genes in cerebellar cell types corresponding to the anatomical region. Color represents the mean expression in each cluster, and size indicates the fraction of cells expressing the marker genes. **c–d** Mapping spots to their spatial positions shows that spots defined by marker genes are localized to the expected layers of cerebellum in sample I. Magnified images of the histological structures are shown in F1–F4. Scale bar: 25 μm. **e–f** Intersection analysis of all scRNA-seq-identified cell types and spatial transcriptomics-defined regions. Each value of the heatmap is computed as described in **f**. All pairs of cell types and cerebellum region using the same background genes (16,293 genes). The numbers of cell-type-specific and spatial region-specific genes used in the calculation are shown in **f**. Red indicates enrichment (significantly high overlap; *P* value < 0.05) and blue indicates depletion (*P* value > 0.05). The bar on the top indicates the regions defined in **a**

To further reveal the cell types of mouse cerebellum at P7 in the spatiotemporal overview, we next applied intersection analysis [41] to compute the overlap between each pair of cell-type-specific and region-specific gene sets and performed a hypergeometric test to assess whether their overlap is significantly enrichment (*P* < 0.05) or depletion (*P* > 0.05) than expected by chance (for example see Fig. 4f; see “Methods”). The enrichment of overlap between the cell type and region is shown as a heatmap in Fig. 4e. We found that GNP and GN-specific genes in the postnatal cerebellum of our scRNA-seq data overlapped with the set of genes specific to EGL and IGL identified by ST, respectively (Fig. 4e; *P* < 0.001). 

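Genes specific to each region were taken from Table S4b, with 479 pairs of gene and region, and 11831 genes were compared here. Genes specific to each cell type were called from UMIs summed per library and type in the 6 normal libraries with edgeR. Overlaps are given against chance without a p-value, since genes of 1 matrix are not independent observations. Of 218 EGL genes, granule cells had 120 shared against 24.0 from chance (5.00 times), the highest of all types. GABAergic progenitors followed with 79 shared against 20.7 from chance (3.82 times). Of 44 IGL genes, granule cells had 16 shared against 4.85 from chance (3.30 times). Unipolar brush cells had 29 shared against 3.41 from chance (8.49 times), Purkinje cells 24 shared against 5.99 from chance (4.01 times) and GABAergic interneurons 17 shared against 4.63 from chance (3.67 times). With the 200 top genes per type, fibroblasts (9.76 times) passed granule cells (6.93 times) in the EGL. In no setting were granule cells first in the IGL.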

For GABAergic lineage cells, GABA progenitors and interneurons were enriched in WM as previously reported [42] (Fig. 4e; *P* < 0.001), while ML/PCL were indeed enriched with PCs (Fig. 4e; *P* < 10^−10^). 

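Of 136 WM genes, GABAergic progenitors had 29 shared against 12.9 from chance (2.25 times) and GABAergic interneurons 21 shared against 14.3 from chance (1.47 times). The latter had 19 shared against 7.26 from chance (2.62 times) among the 69 ML/PCL genes, where Purkinje cells had 64 shared against 9.39 from chance (6.82 times).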

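Among WM genes, oligodendrocytes had 62 shared against 15.3 from chance (4.06 times) and astrocytes 68 shared against 17.2 from chance (3.96 times), the highest values of this region.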

As expected, the WM region was also enriched with glial lineage cells [43, 44] like astrocytes and oligodendrocytes (Fig. 4e; *P* < 10^−10^). In addition, astrocytes were also enriched in ML/PCL and IGL (Fig. 4e; *P* < 0.05). 

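Astrocyte genes had 12 shared against 8.71 from chance (1.38 times) in the ML/PCL, 12 shared against 5.56 from chance (2.16 times) in the IGL and 10 shared against 27.5 from chance (0.363 times) in the EGL.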

Similar to what has been reported [44], it might be that there are three types of astrocytes in the murine cerebellar cortex, Bergmann glia in the PCL, fibrous astrocytes in WM, and protoplasmic astrocytes in IGL, leading to such enrichment. However, it seems that ST is unable to map the EGL location of astrocytes in developing cerebellum, as several studies have reported that there is a small population of scattered *Nestin*-expressing astrocyte progenitors within the EGL in addition to other locations (ML/PCL, IGL and WM) [45, 46]. It is possible that the high enrichment of granule cell in EGL attenuate the phenotype of astrocyte progenitor. In addition, the region of WM was also enriched with microglia, in line with the previous study [47] (Fig. 4e; *P* < 10^−10^). 

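Microglial genes had 52 shared against 22.0 from chance (2.36 times) in the WM. In the other regions the ratio was 0.281 to 0.906.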

Fibroblasts were detected in both EGL (Fig. 4e; *P* < 10^−10^) and WM (Fig. 4e; *P* < 0.05), and ciliated cells were enriched in WM (Fig. 4e; *P* < 0.001). 

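Fibroblast genes had 71 shared against 32.3 from chance (2.20 times) in the EGL and 31 shared against 20.2 from chance (1.54 times) in the WM. Ciliated cells were named in the *Dcx-DsRed* P7 (31 cells) and P11 (15 cells) libraries. Only those of the P7 library entered the sums per library and type, and no list of their genes was made.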

Taken together, nearly all cell lineages of cerebellum could be accurately positioned in ST, supplying a full characterization of the developing cerebellum at P7. By mapping cell types to ST, it makes sure that we could subset the regions corresponding to GN cells precisely for further study.

### Identification and mapping of GN cell-type subpopulations across cerebellar regions

The EGL exclusively produces GN progenitors, which then migrate inward through the ML/PCL into IGL during early postnatal life. We further investigated subpopulations within postnatal GNs in the ST data and paid attention to the regions of EGL, ML/PCL, and IGL and discarded 60 spots defined as WM, which is mainly enriched for glial lineage cells (Fig. 5a, c). As each ST spot contains approximately 30 cells that reflect a mixed expression signature, we next filtered signature genes associated with other cell types, especially PCs within PCL and other cell types including glial cells and GABAergic lineage that may localize in ML/PCL during development (Additional file 1: Figure S4b). This step generated a total of 127 genes that are specifically associated with the GN identity (Additional file 1: Figure S4b, Additional file 6: Table S5). Using this gene set, we scored each spot (Fig. 5b, e) and found that GNPs including non-dividing GNPs and dividing GNPs were enriched in the EGL (*P* < 0.01; two-sided unpaired Wilcoxon test), while GNs I were enriched in the ML/PCL (*P* < 0.01), suggesting their migrating role during development. 

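The state genes of Table S5 that were not used to name regions (83 for dividing and 9 for non-dividing GNPs) were scored in each spot. The median score of dividing GNPs was 0.189 (quartiles 0.0493 and 0.319) in the EGL, −0.0257 in the ML/PCL, −0.0807 in the IGL and 0.0940 in the WM. For non-dividing GNPs it was 0.140 (quartiles −0.147 and 0.402), −0.0436, −0.0142 and −0.0494. Both scores were highest in the EGL in every setting, and no test was made because spots are not replicates.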

GNs II that are thought to be mature GNs were enriched in the IGL (*P* < 0.0001). Correlation analysis also supported the correspondence between the four states of GN cells and location of the three layers (Fig. 5f).

**Fig. 5:**
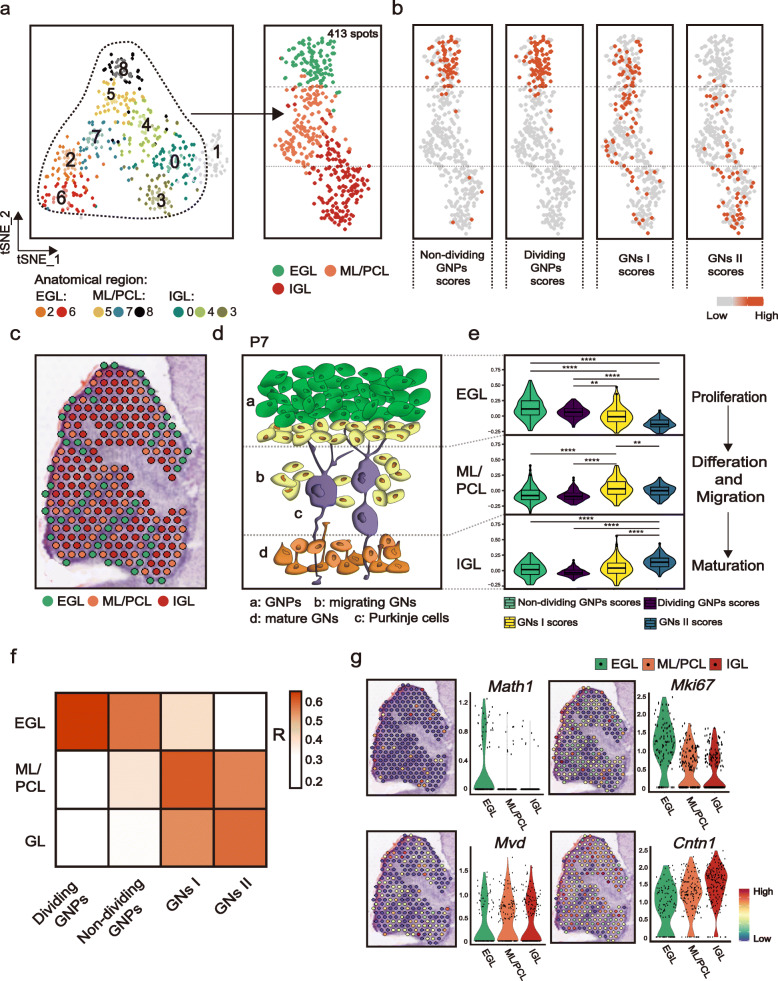
Identification and mapping of GN cell-type subpopulations across cerebellar regions. **a** t-SNE visualization of spots identified as EGL, ML/PCL, and IGL in Fig. 4a. **b** Scores of genes specifically associated with four GN states in ST spots. **c** Spatial locations of anatomical regions associated with the development of GNs: EGL, ML/PCL, and IGL. Spots are colored according to the layers. **d** Model at P7 for the cellular architecture of GNs in different development phases: a. GNPs in EGL, b. migrating GNs in the inner of EGL and ML/PCL, and d. mature GNs in IGL. c. Purkinje cells are shown in ML/PCL. **e** Violin plot for scores of selected genes corresponding to four cell states in three layers’ location. Color represents four cell states. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001; ^****^P < 0.0001. *P* values were determined using two-sided unpaired Wilcoxon test. **f** Correlation between four states of GNs and three layers’ location. **g** Signature gene expression of GNPs (Math1 and Mki67), GNs I (Mvd), and GNs II (Cntn1) in the ST H&E image

Next, we checked the expression levels of certain cell-type markers in the ST H&E image. 

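*Mvd* (ENSMUSG00000006517, chromosome 8, 122433601 to 122443422) stood at 88.2 (61.4 to 123) CPM in the EGL, 74.4 (62.0 to 88.6) in the ML/PCL, 64.6 (51.0 to 80.8) in the IGL and 73.3 (52.3 to 99.8) in the WM, intervals that all overlap. *Cntn1* stood at 247 (200.4 to 301), 308 (282 to 336), 401 (366 to 439) and 341 (293 to 393) in the same order (exact 95% Poisson intervals).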

As shown in Fig. 5g, markers of GNPs such as *Math1* and *Mki67* were expressed in the EGL, while *Mvd*, one of the genes specifically in GNs I, was expressed in the ML/PCL and the IGL region expressed *Cntn1*, which was similar to the outcome of ISH in Fig. 2h. Collectively, by mapping across the four cell types of scRNA-seq and the cerebellum tissue of ST data, the cell states of postnatal GN cells were described spatially and in line with previous ISH data. However, ISH shows a limitation in its dependency on available in situ probes. Therefore, the overview of cell states of GNs by ST enabled us to gain a better understanding of the expression patterns of GN cell states. Combined ISH and ST analyses confirmed that GN cells at P7 were described thoroughly as a sequential commitment from GNPs in the EGL, migrating GNs in the ML/PCL to the finally mature granule cells in the IGL, as the model shows in Fig. 5d.

### Developmental trajectories within GN lineage cells

We next sought to illuminate the lineage relationship of postnatal granule cells by performing cell trajectory analysis using scVelo [48], a new version of RNA velocity analysis [49], which applies a likelihood-based dynamical model to solve the full gene-wise transcriptional dynamics. We performed this analysis for each individual sample and observed a consistent cell differentiation trend from GNPs to differentiated GNs (Fig. 6a, Additional file 1: S5a–S5d). For example, in the P7 *Math1*-positive sample, RNA velocity predicted non-dividing GNPs as the root cells that direct cellular differentiation by two different paths (Fig. 6a, c). A substantial number of non-dividing GNPs showed differentiation tendency towards dividing GNP phase (represented by cell #1, Fig. 6a, b) and subsequently migrating GNs (represented by cell #3, Fig. 6a, b) as well as the differentiated GNs (represented by cell #4, Fig. 6a, b) in P7 *Math1*-positive sample. In contrast, there were a few non-dividing GNPs that directly differentiate into migrating GNs without undergoing the transit-amplifying state in P7 *Math1*-positive sample (represented by cell #2, Fig. 6a, b).

**Fig. 6:**
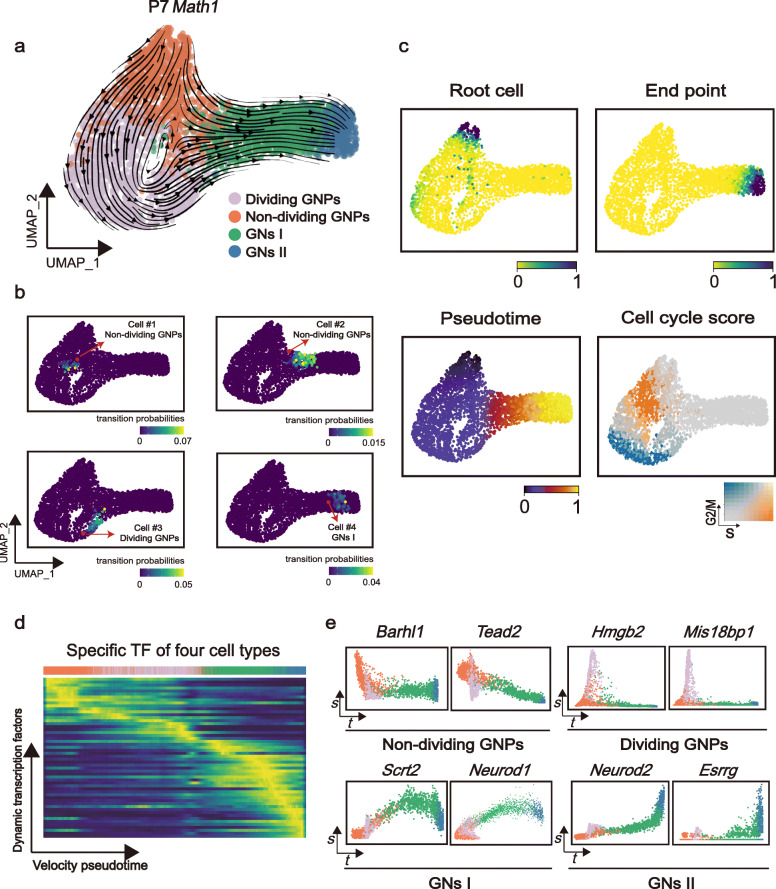
Developmental trajectories within GN lineage cells. **a** RNA velocities of GNs for *Math1-GFP*^*+*^ mouse at P7. **b** UMAP visualization of the transition probability of particular cells corresponding to four GN states. **c** The velocity-inferred root/end cells, velocity pseudotime, and cell cycle scores of P7 *Math1-GFP*^*+*^ mouse are shown. **d** Gene expression dynamics resolved along velocity pseudotime show a clear cascade of transcription of top likelihood-ranked TFs (likelihood > 0). **e** Driver genes are identified by high likelihoods. Expression dynamics along velocity pseudotime for the driver genes characterize their activity

Besides modeling cellular dynamics, scVelo analysis also enabled us to investigate the transcriptional dynamics of variable genes during cellular state progression. We focused on the TF genes that may act as driver genes underlying cell state transition. Visualizing the ratio of unspliced to spliced mRNA abundance showed a tightly controlled expression of cell state-associated TFs (Fig. 6d). For example, the expressions of non-dividing GNP markers *Barhl1* and *Tead2* (Fig. 6e) were downregulated when cells enter the cycling progenitor state. In contrast, *Neurod1* and *Scrt2* that play a modulatory role in cortical neurogenesis and neuronal migration [50] switched at GNs I (Fig. 6e). For GNs II, *Neurod2*, which is associated with neural differentiation, started to increase in expression, and *Esrrg* switched in line with the SCENIC results (Fig. 3b). Overall, the pseudotime ordering identified by RNA velocity revealed a sequential commitment from non-dividing GNPs to dividing GNPs, migrating granule cells and the finally mature granule cells.

### Relationship between tumor cell identity and developmental GN cell origins

Previous studies have indicated that SHH-MB may mainly originate from early postnatal GN cells [16, 51]. We next asked whether MB tumor cells exhibited similar states resembling developing GNs. To this end, we performed scRNA-seq on MB developed after 50 weeks in *Patched*^+/−^ mice. After quality control including doublet removal, we obtained a total of 18,372 cells from MB that developed in three mice (MB-1, MB-2, and MB-3) (Fig. 7a). 

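Tumors of 3 mice heterozygous for *Patched* gave 1 library each, dissociated like the WT libraries with collagenase IV and DNase I. In the order labelled MB-1, MB-2 and MB-3, the tables held 2228, 10912 and 6794 cells with 15232135, 46468765 and 35136742 UMIs and a median of 6813, 3848 and 4690 UMIs per cell. The limits used for normal cells left 2212, 10427 and 6503 cells. Clusters that did not meet the rule for another type were taken as GNP-like tumor cells, with a looser margin than in normal libraries. Their top 10 genes could hold 1 more marker of another type than of granule cells. In the library labelled MB-3, 212 cells were left without a name. Tumors were compared with normal libraries on UMIs summed per library. The 4 sorted libraries were the normal group unless stated, and they were dissociated with papain, so the enzymes differ between the groups. Only the library labelled MB-2 held *Xist* UMIs in most cells (91.4%). The other 2 tumors held Y chromosome UMIs, and sex was not balanced between groups.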

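GNP-like tumor cells were 100.0% (2212 of 2212 cells, 95% interval 99.8 to 100.0%) of the library labelled MB-1, 94.9% (9892 of 10427 cells, 95% interval 94.4 to 95.3%) of MB-2 and 96.7% (6291 of 6503 cells, 95% interval 96.3 to 97.2%) of the library labelled MB-3. In them *Atoh1* stood at 340.1, 298.6 and 179.7 CPM, *Grin2b* at 29.4, 58.7 and 109.6 and *Barhl1* at 594, 1028 and 655. Microglia made up 3.73% (389 of 10427 cells, 95% interval 3.38 to 4.11%) of MB-2, with *Aif1* (ENSMUSG00000024397, chromosome 17, 35170991 to 35176068) at 517 against 3.74 CPM in its tumor cells and *Cd68* at 572 against 3.72. T cells made up 0.777% (81 of 10427 cells, 95% interval 0.617 to 0.965%) (*Cd3d* at 1375 against 1.04 CPM, *Cd3e* at 904 against 0.607) and endothelial cells 0.230% (24 of 10427 cells, 95% interval 0.148 to 0.342%) (*Cldn5* at 3330.0 against 1.34 CPM, *Cdh5* at 237 against 0.278). None of these types formed a cluster in the other tumors. Fewer than 10 such cells, or more that did not cluster apart, would not be seen there.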

Based on the known annotation of marker genes from the literature, we grouped cells of nine clusters into four cell types: GNP-like tumor cells (expressing *Math1* and *Grin2b*), microglia (expressing *Aif1* and *Cd68*), T cells (expressing *Cd3d* and *Cd3e*), and endothelial cells (expressing *Cldn5* and *Cdh5*) (Additional file 1: Figure S6a). We next sought to distinguish malignant cells from non-malignant cells by inferring copy-number variations (CNVs) from single-cell transcriptome profiles as described by many previous studies [52–54]. As expected, this analysis showed that GNP-like tumor cells in all three MB samples had remarkable CNVs compared with normal granule neurons at P7 (Fig. 7b), confirming their malignant identity.

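The copy-number method of the paper was not run here. For each autosome, the median log2 ratio of CPM between tumor cells and the granule cells of the P7 WT library was taken over its genes with at least 10 CPM, with 1 CPM added, after centring on all autosomal genes. Of 57 pairs of tumor and autosome, 44 lay outside the range of the other normal libraries, and 35 to 38 did with other references or a higher count minimum. No test was made. The largest shifts were 0.60 for chromosome 17 in the library labelled MB-1, 0.59 for chromosome 6 in MB-2, and 0.54 for chromosome 12 and 0.45 for chromosome 6 in the library labelled MB-3. The largest shift of any other pair was 0.15 in size. For comparison, chromosome 6 was at −0.07 and chromosome 12 at 0.05 in the library labelled MB-1, and chromosome 17 at 0.05 in that labelled MB-3. In simulated counts a gain set at 0.58 was found at 0.58. For groups of cells within a tumor, genes with at least 50 CPM were used and 5 CPM added. In MB-2, microglia and T cells then had 0.23 and 0.30 for chromosome 6, next to 0.60 in tumor cells.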

**Fig. 7:**
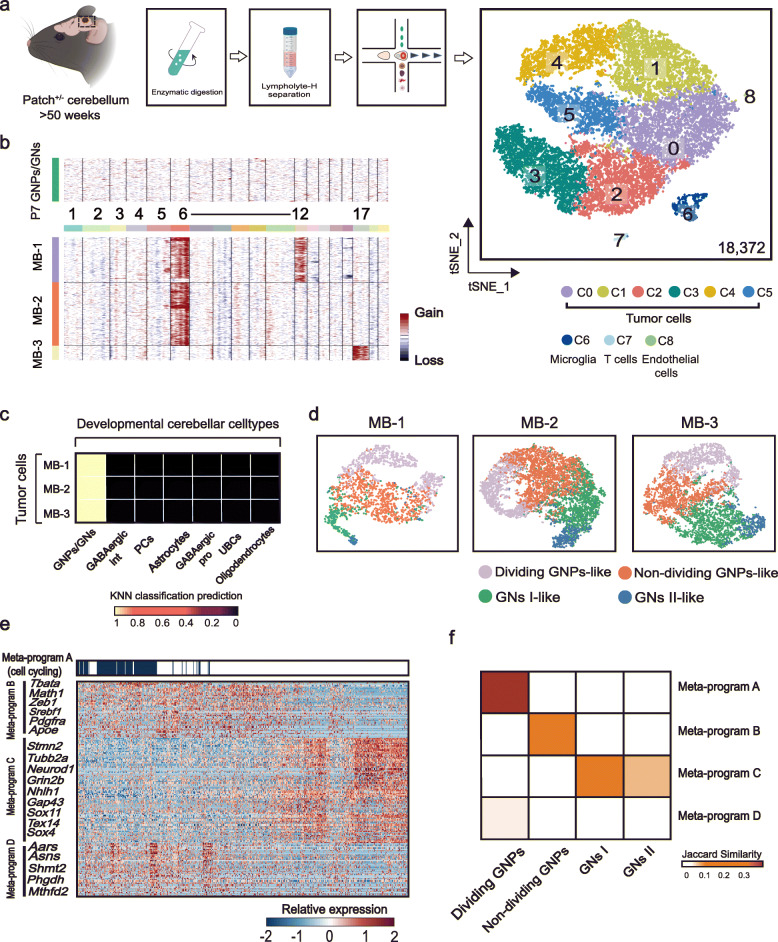
Relationship between tumor cell identity and developmental GN cell origins. **a** Workflow for the collection of MB developed after 50 weeks in *Patched*^+/−^ mice, single-cell sequencing, and clustering analysis. *n* = 3 *Patched*^+/−^ mice. They are MB-1, MB-2, and MB-3. t-SNE visualization of nine clusters in 18,372 cells from three MB tumors. Cells are colored according to clusters with annotation of cell types. **b** Heatmap showing inferred large-scale CNVs of normal cells (GNPs/GNs at P7 WT mouse) and tumor cells of three samples. **c** Heatmap of mean similarity scores between MB and developmental neural lineage cells of cerebellum. **d** t-SNE visualization of four GN cell state scores in three MB tumors. **e** Relative expression of 150 genes representing SHH-MB meta-programs from combined tumor cells. Cells positive for the cell cycle program are indicated. **f** Jaccard similarities of the gene sets between meta-programs of tumor cells (y axis) and four cell states of granule neuron cells (x axis)

Previous single-cell analyses have shown that SHH-MB phenotypically resembles developing GNs [16]. In line with this finding, *k-Nearest Neighbor* (kNN) analysis [55] predicted that the three tumors showed a transcriptional similarity to the lineage of GN cells rather than other neural cell lineages (Fig. 7c), supporting the GN origin of the three tumors. Furthermore, we compared the transcriptional similarity between tumor cells and developing cell types using Scanorama [56], which integrated tumor cell and developmental neural lineage cell-type datasets after batch effect correlation. This analysis also showed that tumor cells were transcriptionally closer to the lineage of GN cells (Additional file 1: Figure S7). Based on this observation, we next examined whether tumor cell states recapitulate the proliferation/differentiation states of normal developing GNs. For this purpose, we scored each tumor cell using the signatures of the four states of developing cells (Fig. 7d). The results revealed that the intra-tumoral states of each tumor highly resembled GN states in normal development. Further examination of signature genes associated with these four cell states supported this observation (Additional file 1: Figure S6b).

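Tumor cells scored with the modules of the normal states were 30.3% dividing and 60.9% non-dividing GNP-like in the library labelled MB-1 (2212 cells), 20.3% and 54.5% in MB-2 (9892 cells) and 22.9% and 41.9% in the library labelled MB-3 (6291 cells). The means were 24.5 ± 5.19% and 52.4 ± 9.68% (SD, n = 3). The summed share of both GNP states in the 4 sorted libraries minus that in tumors was −27.3 points, with every tumor above every sorted library (exact permutation test, two-sided p = 0.0286, the smallest possible). Leaving out the tumor labelled MB-1 moved this difference most, to −20.1 points. Every cell takes 1 of the 4 states, so the assignment cannot show a state of its own in tumors.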

To get an unbiased understanding of intra-tumor cell states, we next applied non-negative matrix factorization (NMF) [57] to extract the underlying transcriptional programs specific to each tumor. This analysis revealed four meta-programs (A, B, C, and D) that were shared across tumors (Fig. 7e). 

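Non-negative matrix factorization was run in each tumor with 10 factors, and the top 50 genes of each factor were compared with the genes of Table S6. The best factor of the library labelled MB-1 shared 26, 7, 23 and 26 genes with meta-programs A, B, C and D. Those of MB-2 shared 34, 24, 20 and 4, and those of the library labelled MB-3 34, 15, 26 and 27. With at least 10 shared genes required in every tumor, 2 of 4 meta-programs (A and C) were found, with 8, 10 or 12 factors alike. The lists of A, B, C and D held 100, 50, 96 and 50 genes, so this minimum was easier to reach for A and C. The paper grouped its programs by their scores in cells, which was not repeated here.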

Meta-program A was characterized by markers of the cell cycle, such as *Top2a* and *Mki67* (Additional file 7: Table S6), indicating the presence of proliferating subpopulations of tumor cells in all tumors. Meta-program B contained GNP-associated genes as mentioned above, such as *Math1* and *Zeb1*, likely corresponding to undifferentiated progenitors in each tumor. Meta-program C was defined by many markers of differentiated GNs including *Neurod1* and *Nhlh1*, probably reflecting the differentiation states of tumor cells. In addition, we identified a cancer metabolism-related meta-program (meta-program D), highlighted by *Shmt2* [58] and *Phgdh* [59] (Additional file 1: Figure S6c). 

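Over all tumor cells against all granule cells of the 4 sorted libraries, *Shmt2* had 159 ± 51.7 CPM in tumors and 106 ± 27.3 in sorted libraries (SD, n = 3 and n = 4), a log2 difference of 0.58 with edgeR adjusted p = 0.186. *Phgdh* had 211 ± 95.1 and 176 ± 65.9 CPM, a log2 difference of 0.26 with edgeR adjusted p = 0.669.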

To relate these meta-programs with cellular states of developing GNs, we compared their similarity by calculating Jaccard index using associated signature genes. As expected, the cell cycle meta-program A was highly similar to the dividing GNPs, while the progenitor-like meta-program B was similar to non-dividing GNPs. 

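As shared over combined genes (Jaccard index), meta-program A (100 genes) and the dividing GNP module (150 genes) had 71 genes in common (0.397). Meta-program B (50 genes) and the non-dividing GNP module (46 genes) had 17 (0.215). Both lists are the authors' own, from Tables S6 and S3. Meta-program A shared 0 genes with every other module.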

The differentiation-related meta-program C showed similarity to both migrating GNs and mature GNs (Fig. 7f). Moreover, the cancer metabolism meta-program D did not show a clear similarity with any states of developing GNs, suggesting that upregulation of the metabolism-associated signature may be tumor-specific. Nevertheless, our single-cell analysis demonstrated that MB has similar states with developing GNs, which provides a new angle to understand the cellular states of tumor cells.

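Meta-program D shared 3 genes with the dividing GNP module, *Odc1*, *Phgdh* and *Psat1* (0.0152), and 0 with the other 3 modules. Its 50 genes had a median log2 difference of 0.48 between tumors and sorted libraries over all cells, with 43 genes higher (n = 3 and n = 4). The set test of the limma package (camera, preset correlation of 0.01, two-sided) gave p = 0.000142, but an exact permutation of the libraries on the median, added after the data had been seen, gave p = 0.114 with 0.0286 as the smallest possible. Camera gave as small a p in 14 of the 35 splits of the 7 libraries. With the correlation estimated from the data its p was 0.324, and fry had p = 0.0714 next to the exact 0.114. In non-dividing GNP cells alone the median was 0.53 (exact permutation p = 0.0286), and in dividing cells alone 0.44 (exact permutation p = 0.286). Of the 50 genes, 10 passed an adjusted p of 0.05 over all 13386 genes, and also 10 over the list alone. The authors chose the list on these tumors, so it is not independent evidence.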

### Delineating intra-tumoral cellular trajectories

To further understand the intra-tumoral cellular states in our MB samples, we used scVelo to visualize the cell-cell transition trends (Fig. 8a). By computing cell-to-cell transition probabilities between different states, we found that both non-dividing GNP-like and dividing GNP-like tumor cells could serve as tumorigenic cells (root cells) in all three tumors (Fig. 8a). This is different from the normal states, in which most root cells were predicated to be non-dividing GNPs (Fig. 8a). Subsequent quantification analysis of transition probabilities supported that dividing GNP-like tumor cells exhibit higher potential to give rise to non-dividing GNP-like tumor cells rather than differentiated progeny cells especially in MB-1 and MB-2, compared with GNPs in normal developing cerebellum (*P* < 0.0001, Pearson’s chi-square test; Fig. 8b). This finding generally supported the notion that tumor progenitor-like cells displayed more self-renewal potential that impeded the differentiation process to a certain extent, which is consistent with a previous study [23].

**Fig. 8:**
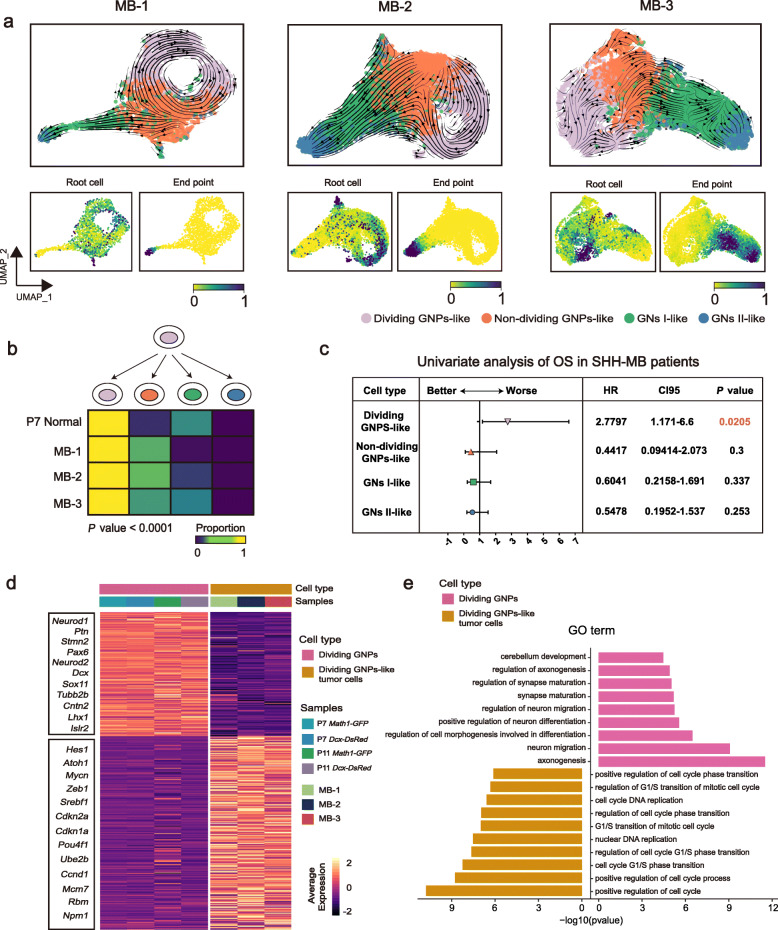
Delineating intra-tumoral cellular trajectories. **a** RNA velocities of four GN cell states like in tumor cells. **b** Heatmap showing the transition proportion from dividing GNPs and dividing GNP-like to four cell states. *P* < 0.0001. *P* values were determined using Pearson’s chi-square test. **c** Univariate analysis of overall survival (OS) in SHH-MB patients using GSVA scores of four tumor cell states. *P* values were determined using the log-rank test. **d** Heatmap of differential expressed gene analysis in dividing phase between normal and tumor models. Bar represents the average expression in each sample. **e** GO analysis of differential expressed gene in dividing phase between normal and tumor models

To understand the discrepancy between normal development and tumorigenesis, we next performed gene set variation analysis (GSVA) [60] on both transformed GN and normal GN (Additional file 1: Figure S8a). As expected, we found that the SHH signaling pathway was overactivated in tumor cells especially in the progenitor-like tumor cells. In addition, other tumor-related pathways such as cell cycle, metabolism, stem cell, hypoxia, and TGF-β pathways were also upregulated in the tumor samples compared with *Math1*-positive mice at P7 and P11. Of these tumor-specific pathways, some pathways such as the tRNA aminoacylation pathway, STAT5 pathway, and ALKBH8 pathway, have been reported to contribute to cancer progression in various cancers [61–63]. 

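GSVA pathway scores were not computed here. A fixed list of 11 genes of the SHH pathway was compared between the 3 tumors and the 2 *Math1-GFP* libraries, over all tumor or granule cells. The median log2 difference was 0.38, with 8 genes higher (camera, preset correlation, two-sided p = 0.00184). The call held under fry (p = 0.0374) and did not hold with the estimated correlation (p = 0.124). An exact permutation of the libraries on the median, added after the data had been seen, gave p = 0.5, and 0.1 is the smallest that 3 libraries against 2 allow. *Hhip* (log2 difference 4.72, edgeR adjusted p = 0.00381), *Mycn* (0.89, edgeR adjusted p = 0.00801) and *Ccnd1* (1.37, edgeR adjusted p = 0.0376) passed 0.05 when adjusted over the list alone. Over all 14191 genes edgeR left 0 genes past 0.05, with 4 of the 11 at an unadjusted p below 0.05, and no other tool was run on this comparison. With the 4 sorted libraries as the normal group, a setting added after the data had been seen, 5 of the 11 passed, and with all 6 normal libraries 4 did. In non-dividing GNP-like cells alone the median was 0.08 (exact permutation p = 0.6), and in dividing cells alone 0.49 (exact permutation p = 0.1). Over all cells it was 0.06 without the *Math1-GFP* P11 library and 1.33 against the WT libraries.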

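For the tRNA aminoacylation pathway, 20 cytosolic aminoacyl-tRNA synthetase genes were compared between the 3 tumors and the 2 *Math1-GFP* libraries. The median log2 difference was 0.36 and 19 genes were higher (camera, preset correlation, two-sided p = 0.00524). It did not hold with the estimated correlation (p = 0.429) or under fry (p = 0.214), and an exact permutation of the libraries on the median, an added test, gave p = 0.3. Without the tumor labelled MB-1 the median was 0.23. With edgeR 0 of the 20 genes passed an adjusted p of 0.05 over all genes or over the list alone, and 4 had an unadjusted p below 0.05. With the 4 sorted libraries (an added setting) or all 6 normal libraries as the normal group 4 of the 20 passed over all genes, and against the WT libraries 0 did, with a median of 0.72. The STAT5 and ALKBH8 pathways were not analysed here.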

We next assessed the prognostic value of these pathways and found a total of eight pathways that can predict a significantly worse outcome in the overall survival of human MB, including cell cycle, hypoxia, stem cell, tRNA aminoacylation, STAT5, and ALKBH8 pathways (Additional file 1: Figure S8b).

Finally, we considered the clinical implications of the distinct GN-like tumor populations. We therefore used signatures of four tumor cell states to score 405 human SHH-MB bulk samples. We found that patients with higher dividing GNP-like signals, whose tumors presumably contain more dividing GNP-like tumor cells, had a significant poor prognosis (*P* = 0.0205; log-rank test; Fig. 8c). This data suggested that dividing GNP-like tumor cells plays a direct role in the development of tumorigenic progression. An unbiased comparison of normal dividing GNP cells and dividing GNP-like tumor cells revealed 332 genes (Additional file 8: Table S7) that were preferentially expressed in dividing GNP-like tumor cells, including progenitor-related genes (such as *Hes1*, *Atoh1*, *Zeb1*, and *Mycn*) and cell cycle genes (such as *Cdkn2a*, *Cdkn1a*, *Pou4f1*, and *Ube2b*) (Fig. 8d). In contrast, normal dividing GNPs upregulated expression of genes related to neuron migration (such as *Neurod1* and *Dcx*) and neuron differentiation (such as *Neurod2*, *Tubb2b*, and *Pax6*), as confirmed by GO enrichment analysis (Fig. 8e). Therefore, these detailed analyses of intra-tumoral states highlighted the disparity between transformed GNs and normal developing GNs, although they shared similar undifferentiated/differentiated states. 

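UMIs of dividing cells were summed per library, and edgeR's quasi-likelihood test compared 3 tumors with 4 sorted libraries over 11954 genes (two-sided). At an adjusted p below 0.05, 1158 genes were higher and 1167 lower in tumors. With the 2 WT libraries, which share the dissociation of the tumors, as the normal group, 262 genes passed, and with all 6 normal libraries 1687. The WT libraries are few and unlike each other (GNP shares of 34.7 and 70.3%). The lower count therefore cannot be assigned to the dissociation. Levels are means with SD, tumors first. *Hes1* (ENSMUSG00000022528, chromosome 16, 30064384 to 30067796) had 78.8 ± 28.1 CPM against 2.53 ± 2.27 (log2 difference 4.97 with edgeR adjusted p = 0.00225). *Atoh1* had 208 ± 28.9 CPM against 71.8 ± 17.1 (log2 difference 1.53 with edgeR adjusted p = 0.00200). *Zeb1* had 206 ± 75.6 CPM against 121 ± 11.5 (log2 difference 0.77 with edgeR adjusted p = 0.0555). *Mycn* (ENSMUSG00000037169, chromosome 12, 12936093 to 12941914) had 326 ± 40.3 CPM against 185 ± 29.9 (log2 difference 0.82 with edgeR adjusted p = 0.00976). *Cdkn2a* (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653) had 355 ± 244 CPM against 3.30 ± 0.893 (log2 difference 6.77 with edgeR adjusted p = 0.00175). *Cdkn1a* (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) had 252 ± 199.5 CPM against 55.9 ± 7.55 (log2 difference 2.17 with edgeR adjusted p = 0.0270). *Pou4f1* (ENSMUSG00000048349, chromosome 14, 104461676 to 104467999) had 74.5 ± 15.1 CPM against 2.00 ± 0.792 (log2 difference 5.17 with edgeR adjusted p = 1.18e-04). *Ube2b* (ENSMUSG00000020390, chromosome 11, 51985497 to 52000762) had 409 ± 106 CPM against 315 ± 29.7 (log2 difference 0.38 with edgeR adjusted p = 0.172). Against the WT libraries, *Hes1* had a log2 difference of 0.01 (edgeR adjusted p = 0.996).

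Of the 5 largest rises among 513 genes that passed 0.05 with every tumor above every sorted library and at least 50 CPM, 4 were *Cdkn2a*, *Tmem163* (134 ± 105 CPM against 0.364 ± 0.233), *Ifi27* (51.2 ± 49.6 CPM against 0.704 ± 0.183) and *S100b* (96.8 ± 157 CPM against 1.89 ± 0.592). *S100b* rested on the tumor labelled MB-1, without which its log2 difference was 1.76. Of the 541 genes of Table S7 that could be tested, 390 passed an adjusted p of 0.05 and 100% had the sign of the table. The authors made that table on these same cells, so it is not independent evidence. Altogether 3897 genes (32.6%) had every tumor on 1 side of every sorted library, and chance gives 5.71%. From the genes that dividing tumor cells and dividing GNPs each express preferentially, the paper concludes that transformed and normal cells differ although they share similar states.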

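In dividing cells, *Neurod1* (ENSMUSG00000034701, chromosome 2, 79452521 to 79456751) had 271 ± 123 CPM against 1068 ± 144 (log2 difference −1.98 with edgeR adjusted p = 0.00617). *Dcx* had 80.2 ± 11.5 CPM against 194 ± 10.2 (log2 difference −1.28 with edgeR adjusted p = 9.74e-04). *Neurod2* (ENSMUSG00000038255, chromosome 11, 98325415 to 98329648) had 30.3 ± 40.9 CPM against 184 ± 15.3 (log2 difference −2.59 with edgeR adjusted p = 0.0861). *Tubb2b* (ENSMUSG00000045136, chromosome 13, 34126748 to 34130466) had 879.6 ± 161 CPM against 1389.7 ± 89.1 (log2 difference −0.66 with edgeR adjusted p = 0.0167). *Pax6* (ENSMUSG00000027168, chromosome 2, 105668900 to 105697364) had 331 ± 155 CPM against 820.2 ± 66.0 (log2 difference −1.31 with edgeR adjusted p = 0.0177). Of the 13 genes the paper names in this comparison, all 13 had the stated direction and 10 an adjusted p below 0.05. Adjusted over the list alone, only *Ube2b* stayed above 0.05 (edgeR adjusted p = 0.0635). Against the 2 WT libraries all 13 kept the direction and 1 passed 0.05, and with all 6 normal libraries 9 did. Of the 5 largest falls among 382 genes with every tumor below every sorted library, 4 were *Ttr* (0 UMIs in tumors, and 10.2 to 366.8 CPM in the sorted libraries), *Unc5c*, *Meg3* and *Bex4*. Leaving out 1 library raised the adjusted p of *Ttr* to 0.0807 and that of *Meg3* to 0.0923.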

Dividing GNP-like tumor cells significantly upregulate cell cycle and progenitor-related gene programs, which to some extent inhibited the maturation of GNs.

## Discussion

Cerebellar GNs account for over half of the neurons in the brain and are mainly produced during the early postnatal stages, in which GNPs undergo extensive proliferation followed by subsequent migration and maturation. In this study, we aimed to dissect the transcriptional programs associated with postnatal granule cell development. By performing scRNA-seq for cells isolated from reporter mice (*Math1*-*GFP* and *Dcx*-*DsRed* reporter mouse lines), we constructed a single-cell transcriptomic atlas of postnatal GNs. To get a global understanding of the differentiation spectrum of granule cell development, we extracted their underlying transcriptional programs using module genes derived from Monocle 3. The results identified four discrete states of postnatal granule cells, including dividing GNPs (highly expressing cell cycle genes), non-dividing GNPs (highly expressing *Math1*, *Barhl1*, *Tead2*, and *Srebf1*), migrating GNs (expressing *Vim*, *Ebf3*, *Apc2*, *Sox4*, *Nhlh2*, and *Nhlh1*), and mature GNs (expressing *Grin2b*, *Cntn1*, *En1*, and *Car10*). We also identified several new genes that may play an important role in the development of GNs, such as *Tead2* and *Srebf1* corresponding to GNPs, *Vim*, *Sox4*, and *Ebf3* corresponding to migrating GNs and *Car10* corresponding to mature GNs. Using RNA velocity analysis, we examined the differentiation tendency between these states and found that most GNs follow a differentiation trajectory from non-dividing GNPs to dividing GNP phase and subsequently into migrating GNs and then give rise to the well-differentiated GNs. Our study thus provides more insight into the differentiation states of postnatal GNs.

However, it should be noted that the development samples in our current study did not cover the very early embryonic stages when cerebellar granule neurons are derived from the upper rhombic lip. Future studies are required to characterize the whole development process of cerebellar granule neurons and dissect their disparity from embryonic stages to postnatal stages.

While high-throughput drop-based scRNA-seq allows for the capture of distinct transcriptional states of granule cell differentiation, tissue dissociation before sequencing leads to the loss of spatial information, thus limiting our understanding of how GNPs differentiate from the EGL towards IGL. To address this limitation, we next took advantage of ST to map how GNPs differentiate from the EGL towards IGL. Although ST is still limited in providing single-cell resolution (55–100 μm resolution), we were able to visualize the spatial locations of four distinct states of GNs and confirm that GNs represent a subpopulation of differentiating/migrating GNs located between the EGL and IGL. Thus, integrating ST and scRNA-seq analyses facilitates comprehensive interrogation of GN differentiation with spatial information.

MB is the most common malignant brain tumor in children. The cell of origin of MB has recently been elucidated by single-cell transcriptional analysis, which showed that distinct MB subtypes are linked to discrete cerebellar cell subtypes in development [16, 17]. Among the distinct subtypes, SHH-MB has been shown to mimic the developmental program of GNs, which is consistent with previous lineage-tracing studies demonstrating that SHH-MB can be initiated from *Math1*-positive GN precursors [14, 15]. Our lab previously observed delayed differentiation of GNPs in *Patched*^*+/*−^ mice as evidenced by increased *Math1* and decreased *Dcx* and as evidenced by enhanced symmetrical cell division of *Math1*-positive GN precursors in *Patched*^+/−^ mice [22]. To better understand the cell fate bias between normal GNs and tumorigenic GNs, we next analyzed three MB samples from the *Patched*^+/−^ mice by scRNA-seq. We used the signatures of the four states of developing GNs to define the tumor cell states and found that MB that developed in *Patched*^+/−^ mice showed a similar composition resembling the early postnatal GN cells. Notably, RNA velocity-based analysis of the cellular differentiation trajectories revealed that transformed GNPs adopt markedly less differentiation potential. Notably, the increased progenitor-progenitor cell state transition was remarkably reproducible across the three tumor samples analyzed, thus providing insightful evidence for tumorigenesis. We further explored whether there are deterministic programs that influence cell states during tumor evolution. Our results showed that many pathways such as cell cycle, metabolism, stem cell, hypoxia, TGFB, tRNA aminoacylation, and ALKBH8 displayed significant upregulation in transformed granule cells. Further bulk sample analyses demonstrated that the oncogenic activities of newly identified pathways are strongly predictive of poor prognosis of SHH-MB patients. Together these findings suggested that advanced therapeutic strategies for targeting aggressive SHH-MBs could include inhibition of signaling pathways that maintain the undifferentiated/proliferative granule progenitor state.

## Conclusion

In conclusion, our study has depicted the detailed transcriptional profiles associated with distinct states of postnatal GNs at the single-cell level and mapped their spatial location by ST. These data thus provide an important resource for future study of cerebellar GN development. In addition, our work confirmed the main role of progenitor-like tumor cells in driving the tumorigenesis of SHH-MB, underscoring the importance of targeting this cell subpopulation as well as associated signaling circuitries in cancer therapy.

## Methods

### Animals

*Math1*-*GFP* transgenic mice were provided by Novartis. *Dcx-DsRed* mice (strain name: C57BL/6 J-Tg (*Dcx-DsRed*) 14Qlu/j, stock number; 009655) and heterozygous *Patched* (*Patched*^+/−^) mice (strain name: STOCK *Ptch1*^tm1Mps^/J, stock number: 003081) were obtained from the Jackson Laboratory. *Math1-GFP* mice, *Dcx-DsRed* mice, *Patched*^+/−^ mice, and wild-type (WT) C57BL mice were maintained in the Specific-Pathogen-Free Animal Research Centre of Renji Hospital. The animal experiments were approved by the Animal Research Ethics Committee of Renji Hospital, School of Medicine, Shanghai Jiao Tong University.

For developmental cerebellum scRNA-seq, six samples were collected, including two *Math1-GFP* ^+^ mice, respectively at P7 and P11, two *Dcx-DsRed*^+^ mice, respectively at P7 and P11 and two WT mice, respectively at P7 and P11. For developmental cerebellum ST, two WT mice at P7 were collected on one slice. For MB scRNA-seq, three samples developed in *Patched*^+/−^ mice were collected. The basic information for all samples is shown in Additional file 2: Table S1.

### Single-cell isolation and preparation of suspensions

For transgenic mice, cerebella from P7 or P11 *Math1-GFP* or *Dcx-DsRed* mice were dissected and incubated in 10–12 U/ml of activated papain solution plus 32 mg/ml of DNase in DMEMF-12 (Gibco) with rocking for 30 min at room temperature. The samples were then triturated with a fire-polished glass Pasteur pipette to generate a single-cell suspension. Two independent cell populations with GFP and DSRED fluorescence were analyzed on a BD FACSAria II cytometer (Becton Dickinson) using standard flow cytometry.

For WT and *Patched*^+/−^ mice, cerebella from P7 or P11 WT mice and MB developed after 50 weeks by *Patched*^+/−^ mice were dissected and enzymatically digested with collagenase IV (Gibco) and DNase I (Sigma) for 30 min at 37 °C with agitation. After digestion, samples were sieved through a 70-μm cell strainer and washed with 1% BSA and 2 mM EDTA in PBS. After centrifugation, single-cell suspensions were run through Lympholyte-H separation (CL5020; Cedarlane) to remove red blood cells and debris according to the manufacturer’s specifications. Pelleted cells were then re-suspended in PBS with 1% BSA and assessed for viability and size using a Countess instrument (Thermos).

### Preparation of cerebellum for ST

Two cerebellar tissues of P7 WT mice were embedded in Tissue-Tek (OCT) and snap-frozen using an isopentane/dry ice slurry. Cerebellar tissues were cryosectioned at 10-μm thickness while keeping the samples frozen. Samples were placed within the frame of capture areas on the Visium Spatial Gene Expression.

### Tissue staining and imaging

Tissue sections were fixed on the capture areas of the Visium Spatial Gene Expression using methanol. The nuclei were stained using hematoxylin, followed by eosin staining for the extracellular matrix and cytoplasm. The images of stained tissue sections were used to map the gene expression patterns back to the tissue sections.

### Visium Spatial Gene Expression library construction

The section was first permeabilized using a permeabilization enzyme. The poly-adenylated mRNA released from the overlying cells is captured by the primers on the spots. Incubation with the reverse transcription reagents produces spatially barcoded, full-length cDNA from poly-adenylated mRNA on the slide. Second Strand Mix is added to the tissue sections on the slide to initiate second strand synthesis. This is followed by denaturation and transfer of the cDNA from each capture area to a corresponding tube for amplification and library construction. After transfer of cDNA from the slide, spatially barcoded, full-length cDNA is amplified via PCR to generate sufficient mass for library construction. Enzymatic fragmentation and size selection are used to optimize the cDNA amplicon size. The final libraries contain primers used in Illumina amplification.

### Droplet-based scRNA-seq

As per the manufacturer’s protocol [64], single cells were processed through the GemCode Single Cell Platform using the GemCode Gel Bead, Chip and Library Kits (10X Genomics). Cell suspensions of each sample were run in the Chromium Controller with appropriate reagents to generate single-cell gel bead-in-emulsions for sample and cell barcoding, with a target output of ~ 5000 cells for each sample. Amplified cDNA and final libraries were evaluated on an Agilent BioAnalyzer using a High Sensitivity DNA Kit (Agilent Technologies). Libraries were pooled and sequenced on a NovaSeq 6000 (Illumina) at a depth of approximately 400 M reads per sample.

### scRNA-seq data preprocessing and quality control

Raw sequencing data were converted to FASTQ files with Illumina bcl2fastq, version 2.19.1 and aligned to the *Mus musculus* genome reference sequence (mm10). The CellRanger (10X Genomics, 2.1.1 version) analysis pipeline was used for sample demultiplexing, barcode processing, and single-cell 3′ gene counting to generate a digital gene-cell matrix from these data. The gene expression matrix was then processed and analyzed by Seurat package [65]. We performed Seurat-based filtering of cells based on the number of detected genes per cell (> 500) and the percentage of mitochondrial genes expressed (< 10%). The mitochondrial genes and ribosomal genes were also removed from the gene expression matrix. The basic information for single-cell datasets of all samples is shown in Additional file 2: Table S1.

### Filtering cell doublets

Doublets of scRNA-seq were excluded by first using *Scrublet* [66] and then estimating if our dataset included any clusters enriched for cell doublets based on the expression patterns of cell-type-specific markers.

### ST data preprocessing and quality control

Spots with fewer than 500 genes and genes expressed in fewer than 15 spots were excluded. Spots with over 10% mitochondrial gene expression were also discarded.

### Dimensionality reduction, clustering, and visualization

We used Seurat’s *NormalizeData* function with the method “LogNormalize” to normalize the feature expression measurements for each cell by the filtered expression matrix, multiplied this by a scale factor (10,000 by default) and log-transformed the result. Highly variable genes were then identified and used for the subsequent principal component analysis. Clustering was then performed using graph-based clustering and visualized using t-SNE with Seurat functions *RunTSNE*.

For the ST dataset, we first ran dimensionality reduction and clustered on the RNA expression data of ST, using the same workflow as used for scRNA-seq analysis. We then visualized the results of the clustering either in t-SNE space (with *DimPlot*) or overlaid on the image with Seurat’s *SpatialDimPlot* function.

### Cell types and anatomical region identification

For the scRNA-seq dataset, we defined sets of well-established marker genes for cell types and annotated each cell type based on their gene scores. For the ST dataset, considering cell-type-specific characteristics of anatomic layers in the developing cerebellum, we annotated each spot based on the expression of cell-type-specific genes. The detailed gene list is shown in Additional file 3: Table S2.

### Batch correcting and multiple dataset integration

For merging multiple scRNA-seq datasets of developmental samples, we applied Harmony integration [67], which has been shown to reduce technical batch effects while preserving biological variation for multiple batch integration. *RunHarmony* returns a Seurat object, updated with the corrected Harmony coordinates. The manifold was subjected to re-clustering use the corrected Harmony embeddings rather than PCs, set reduction = “harmony,” with parameters of Seurat analysis.

For comparing tumor and developing cell types using Scanorama, to eliminate batch effects among datasets, we performed batch effect correction using the “scanorama.integrate” function in the Python package Scanorama [56] with default parameter.

For ST samples, there was no need to reduce technical batch effects because of two cerebellar tissues on one slide.

### Defining cell scores

We used the AddModuleScore function in the Seurat R package to evaluate the degree to which individual cells express a certain pre-defined expression program as described previously [17, 57]. For example, we defined the states of developing GN cells by scoring for the module genes derived from Monocle 3. Single cells were assigned to different cell types/states based on the maximum expression score.

Cell cycle scores were calculated using a set of characteristic genes involved in cell cycle including 43 G1/S and 54 G2/M cell cycle genes [54].

### SCENIC analysis

We employed the python package “pySCENIC” to run SCENIC and used GRNBoost (SCENIC version 0.1.5) to run the co-expression modules. The motifs database for *Mus musculus* was downloaded from the website https://pyscenic.readthedocs.io/en/latest/. The input gene matrix is the normalized gene matrix of *Math1*-positive and *Dcx*-positive granule neurons of reporter mice at P7.

To obtain a higher confidence set of regulons and predicted regulon connections, we first identified cell-type regulons using DEGs and selected the top differential regulons of each cell type. We then computed Pearson’s correlation coefficient between regulons based on their AUCell values. Finally, the correlation of regulons was selected using a threshold of 0.3 and visualized using Cytoscape [68].

### Finding modules of co-regulated genes

We applied Monocle 3’s function “*pr_graph_test_res*” that has Moran’s I test and set *neighbor_graph* = “knn” to calculate modules differentially expressed within and among Louvain component clusters of UMAP space. We then identified genes for each module in Monocle 3 using Moran’s I threshold of 0.1 and *q*_val_ threshold of 0.05. We finally used top markers function among clusters in Monocle 3 to rank the genes by specificity and obtained the top 50 mean expression genes as representative genes of each module shown in Additional file 4: Table S3.

### RNA velocity

RNA velocities were predicted using velocyto in R program [49, 69]. Briefly, spliced/unspliced reads were annotated by velocyto.py with CellRanger (version 2.2.0), generating BAM files and an accompanying GTF; they were then saved in .loom files. The .loom files were loaded to the scvelo python pipeline using *scv.read* function and they generated count matrices for spliced and unspliced reads. Next, the count matrices were size-normalized to the median of total molecules across cells. The top 3000 highly variable genes were selected out of those that pass a minimum threshold of 10 expressed counts commonly for spliced and unspliced mRNA. Considering that the assumptions of a common splicing rate and the observation of the full splicing dynamics with steady-state mRNA levels were often violated, we used the function *recover_dynamics*, a likelihood-based dynamical model, to break these restrictions. Finally, the directional flow was visualized as single-cell velocities or streamlines in the UMAP embedding with the cell-type annotations.

To quantify the cell-state transition probability, we calculated the velocity-based cell transition matrix by the *transition_matrix()* function from scvelo, of which the element was the Pearson correlation coefficient between the velocity vector and cell-state difference vectors of the column cell. We then defined the destination of a cell by identifying the highest correlation value. We calculated the proportion of the cell-state transition of total dividing GNPs or GNP-like tumor cells towards different states of cells and presented this results using heatmap in Fig. 8b. Then Pearson’s chi-square test was performed on 4 × 4 cluster-by-cluster contingency tables to test the fate destinations of interested cell clusters.

### Determination of cell-type enrichment/depletion by interaction analysis

We first identified cell-type markers and ST region-specific markers using DEGs. DEGs in a given cell type compared with all other cell types were determined with the *FindAllMarkers* function from the Seurat package (one-tailed Wilcoxon rank sum test, *P* values adjusted for multiple testing using the Bonferroni correction). For computing DEGs, all genes were probed, provided they were expressed in at least 25% of cells or regions in either of the two populations compared and the expression difference on a natural log scale was at least 0.3. The detailed gene list of developmental cell types and ST annotated regions is shown in Additional file 5: Table S4. We then queried the significance of the overlap between ST genes and cell-type marker genes using the hypergeometric cumulative distribution, with all shared genes of ST and scRNA-seq as the background to compute *P* values. If *P* > 0.05, it was considered as cell-type depletion and shown in blue color.

### Correlation between ST and scRNA-seq

We first computed the DEGs of developing cell types shown in Figure S4a; all genes were probed provided they were expressed in at least 25% of cells, in either of the two populations compared and the expression difference on a natural log scale was at least 0.5. We then overlapped the DEGs of the four cell states in GN cells with the final selected corresponding module genes shown in Additional file 4: Table S3. Using this strategy, we can retain the genes specifically expressed in the four cell states of granule cells compared with other cell types. The detailed gene list is shown in Additional file 6: Table S5. These genes were used to compute Pearson’s correlation coefficient between the averaged cell-type profiles and ST region profiles.

### Defining ST region scores

We used the AddModuleScore function in the Seurat R package to define ST regions including EGL, ML/PCL, and IGL using genes shown in Additional file 3: Table S2 that were specifically expressed in the four cell states of GN cells.

### kNN analysis

To quantify the cell similarities between tumor cells and seven developmental neural cell types, including GNPs/GNs, GABAergic interneurons, PCs, astrocytes, GABAergic progenitors, UBCs, and oligodendrocytes, we projected the combined cell-by-gene expression matrix onto a shared low-dimensional PC space using *multiBatchPCA* function as previously described [70]. Then each expression matrix was subset to the union of all of the common genes independently detected in each dataset. We then applied the *kNN* regression model to predict a continuous outcome corresponding to developing cell types, using the *knn.reg* function (setting k = 20). The prediction scores corresponding to each cell type were then averaged to interpret the similarity between tumor cell and developing cell types.

### Inferred CNV analysis from scRNA-seq

We identified the malignant cells by inferring large-scale chromosomal CNVs in each single cell based on a moving averaged expression profiles across chromosomal intervals [52–54]. In particular, we used the GNs identified in developing cerebellum at P7 WT mice as the reference “normal” cells, and their average CNV value was subtracted from all cells. To run *inferCNV*, we applied a hidden Markov model (HMM) to predict the CNV level and implemented *inferCNV*’s i6 HMM model. The average CNV signal was estimated by averaging the CNV modification for autosomes.

### Expression programs of intra-tumoral heterogeneity

We applied NMF to extract the transcriptional programs of malignant cells of each tumor. We set the number of factors to 10 for each tumor. For each of the resulting factors, we considered the top 50 genes with the highest NMF scores as characteristics of that given factor. All single cells were then scored according to these NMF programs. Hierarchical clustering of the scores for each program using Pearson correlation coefficients as the distance metric and Ward’s linkage revealed four correlated sets of meta-programs. The gene list of the four meta-programs is shown in Additional file 7: Table S6.

### Cell cycle analysis

To identify cell cycle-positive cells, scores for the G1-S and G2-M phases of the cell cycle were computed. Data-derived thresholds of 2 MADs above the median were used to binarize cells into cycling and non-cycling in Fig. 7e.

### Jaccard similarity analysis

The Jaccard similarity coefficient was calculated for comparing the transcriptional similarity between two cell types using their signature genes. We evaluated the transcriptional similarity between the four meta-programs of malignant cells and signatures of four cell types/states of GN cells by calculated Jaccard similarity coefficients using the top 50 marker genes of meta-programs shown in Additional file 7: Table S6 and corresponding module genes in Additional file 3: Table S2 of the four cell states.

### Gene set variation analysis (GSVA)

We quantified the gene signatures of single cells by applying the single-sample GSVA (ssGSVA), which calculated the signature enrichment scores of individual single cells independently using a normalized matrix. We first merged scRNA-seq samples including three tumor samples and two developmental samples (*Math1*-positive at P7 and P11) using *RunHarmony.* We then performed analysis on a set of 5690 *Mus musculus* pathway signatures (MsigDB, C2 sets). The selected pathways all have a mean score difference | > = 0.1| between tumor samples and developmental samples.

### Survival analysis

The human MB dataset (GEO: GSE124814) [71] was used to evaluate the prognostic performance of GSVA scores of four cell states and pathway signatures. We dichotomized the low and high groups by the median of GSVA scores. For univariable analyses, we used the Cox proportional hazards model implemented in the R package of four tumor cell states and Kaplan–Meier survival curves of pathways were drawn and compared among subgroups using log-rank test.

### Statistical analysis

Statistical analysis was performed using R (version 4.0.0) and GraphPad Prism (version 7.04). The two-sided unpaired Wilcoxon test, Pearson’s chi-square test, and log-rank test were used in this study. Detailed descriptions of statistical tests are specified in the “Results” section and in the figure legends.

## Supplementary Information

**Additional file 1: Figure S1.** Single-cell transcriptome profiling of postnatal cerebellar cells, related to Fig. 1. (a) Workflow for cerebellum collection, single-cell sequencing and analysis of WT mice (one at P7 and the other at P11). (b) t-SNE visualization of 45,286 cells from four FACS-sorted samples integrated with two WT samples. Cells are colored according to clusters with annotation of cell types. (c) FACs data of *Math1-GFP*^+^, *Dcx-DsRed*^+^ strategies. (d) t-SNE visualization of 45,286 cells from FACS-sorted and WT samples (*Math1-GFP*^+^, *Dcx-DsRed*^+^ and WT cerebellum (CB)). (e) Left panel: Bar plots showing proportion of cell types in *Math1-GFP*^+^, *Dcx-DsRed*^+^ and WT samples. *P* < 0.0001. *P* values were determined using Pearson’s chi-square test. Right panel: Bar plot showing proportion of eight GNPs/GNs sub-clusters in *Math1-GFP*^+^, *Dcx-DsRed*^+^ and WT samples. (f) Signature genes scores of UBCs (*Eomes*) and PCs (*Car8* and *Calb1*) in FACS-sorted samples. **Figure S2.** Identifying distinct states associated with postnatal GN development, related to Fig. 2. (a) Bar plots showing the results of gene ontology (GO) enrichment analysis for four main modules derived from Monocle 3. **Figure S3.** Identifying cell populations in the cerebellum with ST, related to Fig. 4. (a) Two cerebellar tissues of P7 WT mice were embedded in one slice for ST. (b) Mapping spots to their spatial positions shows that spots defined by marker genes are localized to the expected layers of cerebellum of sample II. Magnified images of the histological structures are shown in F5–F7. Scale bar: 25 μm. **Figure S4.** Identification and mapping of GN cell-type subpopulations across cerebellar regions, related to Fig. 5. (a) A more comprehensive classification of cell types in all samples. Cluster 3 is GNs I. (b) Feature plots of GNs I–specific genes. **Figure S5.** Developmental trajectories within GN lineage cells, related to Fig. 6. RNA velocities and the velocity-inferred root/end cells of *Math1-GFP*^+^ sorted samples at P11 (b); *Dcx-DsRed*^+^ sorted samples at P7 (a) and P11 (c); and WT CB at P7 (d). **Figure S6.** Relationship between tumor cell identity and developmental GN cell origins, related to Fig. 7. (a) Scores of signature genes for GNP-like tumor cells (*Math1* and *Grin2b*), T cells (*Cd3d* and *Cd3e*), endothelial cells (*Cldn5* and *Cdh5*) and microglia (*Aif1* and *Cd68*) in 18,372 MB cells. (b) Scores of signature genes for non-dividing GNP-like (*Math1*, *Srebf1* and *Tead2*), dividing GNP-like (*Mki67* and *Top2a*), GNs I-like (*Vim*, *Sox4*, *Nhlh1* and *Nhlh2*) and GNs II-like (*Grin2b*, *Cntn1* and *Car10*) in three MB samples. (c) Bar plots showing results of gene ontology enrichment (GO) analysis for NMF meta-program A to D. **Figure S7.** Comparison between tumor cell and developmental cell types using Scanorama. t-SNE visualization of integration of tumor cells with developmental cell types using Scanorama. Cells are colored according to clusters with annotation of cell types. **Figure S8.** GSVA analysis of four cell states between normal and tumor models. (a) GSVA enrichment scores of pathway signatures in four cell states between normal and tumor models. (b) Kaplan-Meier survival curve of overall survival (OS). *P* values were determined using the log-rank test. Red indicates *P* value < 0.05.

**Additional file 2: Supplementary Table S1.** Basic information for single cell and spatial transcriptomics datasets of developmental and medulloblastoma samples. Related to Figs. 1, 4 and 7.

**Additional file 3: Supplementary Table S2.** Cell type markers. Related to Figs. 1, 4 and 7.

**Additional file 4: Supplementary Table S3.** Monocle 3 module genes. Related to Fig. 2.

**Additional file 5: Supplementary Table S4.** DEGs of cell types in developmental single cell dataset, DEGs of regions in spatial transcriptomics dataset. Related to Figs. 1 and 4.

**Additional file 6: Supplementary Table S5.** Genes specifically associated with four GN states. Related to Fig. 5.

**Additional file 7: Supplementary Table S6.** NMF program genes. Related to Fig. 7.

**Additional file 8: Supplementary Table S7.** DEGs between normal dividing GNPs and dividing GNP-like tumor cells. Related to Fig. 8.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files, and publicly available repositories. Single-cell RNA-seq and ST datasets are available in the Short Read Archive under accession number GSE156633 [72]. Code is uploaded to https://github.com/Luowenqin907/scRNA-seq.

## Abbreviations

GNs: Granule neurons
GNPs: Granule neuron progenitors
MB: Medulloblastoma
scRNA-seq: Single-cell RNA sequencing
ST: Spatial transcriptomics
EGL: External granule layer
IGL: Internal granule layer
TFs: Transcription factors
SHH: Sonic hedgehog
GABAergic pro: GABAergic progenitors
GABAergic int: GABAergic interneurons
PCs: Purkinje cells
UBCs: Unipolar brush cells
ISH: In situ hybridization
ML/PCL: Molecular layer/Purkinje cell layer
kNN: k-Nearest Neighbor
NMF: Non-negative matrix factorization
GSVA: Gene set variation analysis

How the deposited data were processed for this re-analysis (not part of the article)

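Single-cell RNA-seq was used from 9 libraries, 4 of FACS-sorted cells (*Math1-GFP* and *Dcx-DsRed* at P7 and P11), 2 of unsorted WT cerebella (labelled P7 and P11) and 3 of tumors (labelled MB-1, MB-2 and MB-3), with spatial transcriptomics of P7 brain sections in 1 matrix. The methods state 1 mouse per single-cell library and 2 mice for the sections. Each library is 1 replicate.

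The counts used are whole UMI counts per gene and cell. The authors made them with CellRanger 2.1.1 on mm10 and deposited them without normalization. Fewer cells are listed than CellRanger called (Table S1), no cell has more than 3921 genes, and most ribosomal protein genes and genes seen in very few cells are absent, so some filters had been applied before the tables were deposited. The limits of the paper had not been applied in full, since 1528 cells of the P7 WT table and 392 of the table labelled WT P11 had 10% mitochondrial UMIs or more. In the *Dcx-DsRed* P7 table 25 gene symbols had turned into dates. They were put back by gene identifier where another library or the annotation gave the symbol. For the sections, the authors' deposited values are UMI counts per gene and spot from Visium slides, and the counting software is not stated for them.

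Total UMIs ran from 15232135 (labelled MB-1) to 47670227 (*Math1-GFP* P11) per library, with medians of 2236 (labelled WT P11) to 6813 (labelled MB-1) UMIs per cell. After filtering, 2212 to 12503 cells per library remained. A cluster needed at least 10 cells to be named, so a share of 0% can hide fewer. It can also hide more than 10 cells that formed no cluster of their own. The P7 WT library held 0% Purkinje cells by clusters and 1.00% by the highest marker score. Shares within a library carry exact binomial intervals, and summed UMIs of spots exact Poisson intervals. Both cover counting error only.

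Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and scikit-image 0.26.0, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Cells with more than 500 genes and less than 10% mitochondrial UMIs were kept. Scrublet's method was written again in Python, and cells with a score of at least 0.25 were removed. Counts were scaled to 10000 per cell and logged, 2000 variable genes and 30 principal components entered a graph of 20 neighbours, and Leiden clusters were made at resolution 1 in each library. Seeds were fixed.

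Clusters were named from fixed marker lists. A type needed 3 markers raised by more than 1 on the log2 scale after adding 10 CPM and a mean log2 difference of at least 1, among markers found in 10% of cells. Clusters without another name and with a granule marker level above a floor of −1.25 were taken as granule or tumor cells. In normal libraries this did not apply where their top 10 genes held more markers of another class. In tumor libraries a looser margin, with 1 more such marker allowed, was used in every setting with clusters, the main one included. Red cells, with haemoglobin genes at 5% of UMIs or more, were set aside. The floor, the treatment of red cells and the margin among the top 10 genes were adjusted after clusters had been seen. In normal libraries the looser margin was used for 4 of the alternative settings (resolution 2, doublets kept, mitochondrial share under 5%, over 1000 genes). It was chosen there after the stricter one had given its values. The margin changed the shares of granule cells in these settings, and left the differences between WT and sorted libraries in Purkinje cells, unipolar brush cells and astrocytes as they were.

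Granule and tumor cells were scored for the 4 gene modules of Table S3 with 100 control genes per gene from 24 expression bins, as in the authors' scoring method, and took the state with the highest score. For tests of genes between states, the genes named in the paper were first left out of the modules, and the other module genes stayed in. For shares, libraries were compared with two-sided exact permutation tests. UMIs were summed per library and state, or per library, and tested with edgeR (filter on low counts, TMM scaling, quasi-likelihood test, Benjamini-Hochberg adjustment), with library as a block between states. Gene sets were tested with camera at a preset correlation of 0.01 and with fry, both of limma, and with an exact permutation of the libraries on the median, added after the data had been seen. Cells and spots were never taken as replicates.

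Genes named in the text are those the paper names in a comparison, and for dividing cells the 5 largest rises and falls among genes with an adjusted p below 0.05, every tumor on 1 side of every sorted library, and a mean of at least 50 CPM in the higher group. This rule, and most main settings, tests and alternatives, were set before the data were examined. The exceptions are those said to be added, adjusted or chosen afterwards, which include the naming floor, the treatment of red cells and the naming margins. Some results of these comparisons are not reported here.

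Fixed lists held genes of the SHH pathway, cytosolic aminoacyl-tRNA synthetases and meta-program D (Table S6), and, as checks, immediate early and stress genes, haemoglobin genes, genes of X inactivation, Y chromosome genes and muscle genes. Chromosome shifts were taken over genes with at least 10 CPM, 1 CPM being added, for 19 autosomes. For groups of cells within a tumor, genes with at least 50 CPM were used and 5 CPM added. Positions were those of GENCODE vM21 on mm10, which covered 17464 of 17530 genes (99.6%). Nearest neighbours were searched with at most 500 normal cells per neural type. Matrix factorization used 10 factors and 5000 genes per tumor. Spots with at least 500 genes and genes in at least 15 spots were used, and regions were named by fixed markers that were kept out of the scores.

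Scripts were tested on simulated data with 200 changed genes. For dividing cells (11954 genes), edgeR recovered 76% of changed genes, with 3.80% of its calls false, and DESeq2 79.5%, with 10.7% false. Between states edgeR recovered 100% with 7.41% false. For 3 tumors against 2 *Math1-GFP* libraries edgeR recovered 41%. A set raised on purpose had a camera p of 7.60e-09, and of 100 random sets 3 passed 0.05.

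Alternatives covered filters, doublets, resolution, naming by score, depth, scaling, the count filter, DESeq2, a minimum fold and the normal group. They also covered the set test, the reference, the number of neighbours or factors, the clustering of spots and leaving out each library in turn. Most changed 1 choice at a time. Doublets kept, the higher resolution for cells and the stricter limits on mitochondrial share and genes per cell also came with the looser naming margin. RNA velocity, regulon activity, GSVA scores, the integrated embedding, the copy-number software, survival in human cohorts and the correlation of states with layers were not analysed here. Table S4a was held in a shortened form and was not used.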

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

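The tests of depth and of age in the paragraph on GNP shares were chosen after the result was seen, and those on muscle genes before.

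Unipolar brush cells were 0.468% of the *Dcx-DsRed* P7 library (26 cells) and 0% of the other 3 sorted libraries. With 0 in these 3, any value above 0 would be marked, and by the highest marker score no sorted library had more than 0.180%. In dividing GNPs, *Neurod1* stood at 1284 CPM in the *Math1-GFP* P11 library and at 1009.6, 986 and 994 CPM in the other 3. These were 2 of 28 groups of libraries examined in this way, and chance flags about 1 in 20 such groups. Each library is the only one of its reporter and age, so reporter, age and chance stay open, and no technical explanation was tested.

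From P7 to P11 the share of GNPs among granule cells changed by −14.6 points in the *Math1-GFP* and −25.4 points in the *Dcx-DsRed* libraries, and by 35.6 points (34.7 to 70.3%) in the WT libraries, in the opposite direction. With 1 library per line and age this difference was not tested. With every cell thinned to 2000 UMIs the rise in WT was 34.3 points, which argues against a difference in depth. A younger age of the library labelled WT P11 than its label is a candidate explanation. Of 74 pairs of gene and state that moved the same way from P7 to P11 in both reporter lines, 59 (79.7%) moved the other way between the WT libraries, and within dividing GNPs alone 11 of 15 (73.3%) did. These values also leave open an exchange of the 2 WT labels, and differences between litters, dissection or enzymes stay untested.

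In the library labelled MB-1, 101 cells (4.57%) held at least 3 of 8 muscle genes, and 64 cells (2.89%) a *Myog* UMI. The other 8 libraries had 0 cells of either kind. The paper's text does not name these genes, and its Table S7 lists Myod1 as higher in dividing tumor cells. Myod1 is not specific to this tumor (Myod1 at 39.0 CPM in dividing GNPs of the sorted libraries), so the count of at least 3 genes carries the finding. The list was drawn up after muscle genes had appeared among the markers of a cluster, and the tests were set before their results were seen. Free RNA was argued against because 56.3% of cells with a *Myog* UMI held at least 2 other muscle genes, against 13.1% of cells without one. Muscle cells from outside the tumor were argued against by the shift of chromosome 17 over genes with at least 50 CPM. It was 0.60 in cells with at least 3 muscle genes and 0.61 in the other tumor cells. Tumor cells that express muscle genes may be the source. This is a hypothesis from 1 tumor, found and tested on the same data, and doublets with muscle cells were not tested apart.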

How the results depend on the processing

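The settings said to be added were chosen after seeing the data, and so was the naming margin under resolution 2, doublets kept, a mitochondrial share under 5% and over 1000 genes. All other alternatives were planned. The cause of a change was not tested unless named.

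Without the library labelled WT P11, the difference in Purkinje cells between WT and sorted libraries was −0.310 points (range over libraries left out −0.310 to 5.82, exact p 0.2 to 0.8) and that in unipolar brush cells −0.117 points (−0.117 to 3.32, p 0.2 to 1). Only that WT library held clusters of these cells. The difference in astrocytes stayed above 0, from 0.791 points without that library to 7.28. The difference in GNPs between reporters ranged from −5.40 points without *Dcx-DsRed* P11 to 19.97 without *Dcx-DsRed* P7, with −0.0083 without *Math1-GFP* P7. None of these tests could pass 0.05 with so few libraries.

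The share of both GNP states in sorted libraries minus that in tumors ranged from −33.3 points (without the tumor labelled MB-3) to −20.1 points (without that labelled MB-1), with p 0.0667 to 0.133 because fewer splits exist. With the WT libraries as the normal group it was −24.4 points (exact permutation p = 0.3), and the library labelled WT P11, at 70.3%, lay above the tumor labelled MB-3. The ratio of cell cycle genes was 1.59 with the WT libraries added (exact sign test, p = 0.0312) and 1.42 to 1.60 with each library left out.

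The 2325 genes that differed in dividing cells became 262 against the 2 WT libraries and 1687 with all 6 normal libraries. They became 989 with a minimum fold, which asks for more, and 255 with 100 cells of 2000 UMIs per library (added), where only 4181 genes were tested. Leaving out libraries gave 1161 (without *Math1-GFP* P7) to 2833 (without the tumor labelled MB-1). DESeq2 called 2883. With upper quartile scaling 40.4% of 2399 genes were higher, against 1158 of 2325, and the median of all genes was −0.06. The share of Table S7 genes with the sign of the table was 89.3% against the WT libraries and 98.9% (without MB-2) to 100% with each library left out.

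With limma's estimated correlation, the median log2 difference of 0.38 for SHH genes had p = 0.124, that of 0.36 for tRNA synthetases p = 0.429, and that of 0.48 for meta-program D p = 0.324. An exact permutation of the libraries on these medians (added) gave p = 0.5, p = 0.3 and p = 0.114, next to p = 0.0374, p = 0.214 and p = 0.0714 under fry. The smallest exact p is 0.1 for the first 2 and 0.0286 for the last. The medians do not depend on the set test. The SHH median was 0.084 (exact permutation p = 0.6) in non-dividing GNP cells, 0.06 without *Math1-GFP* P11, at most 0.79 with libraries left out, and 1.33 against the WT libraries. The tRNA synthetase median ranged from 0.23 (without the tumor labelled MB-1) to 0.67 with libraries left out and was 0.72 against the WT libraries. The meta-program D median ranged from 0.33 to 0.65 with libraries left out and was 0.73 against the WT libraries.

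Of 126 values of comparisons under other settings, 107 kept direction and side of the threshold (or size), 8 moved, 1 became stronger and 10 weaker, and of 68 with a library left out, 55, 4, 0 and 5, with 4 reversed. Of 274 values of single genes in dividing cells, 240 kept direction and side, 31 fell short of the threshold and 3 newly passed it. With a library left out 131 of 154 kept both, 20 fell short and 3 newly passed. Without the tumor labelled MB-1, *S100b* had a log2 difference of 1.76. Without 1 library each, *Cdkn1a* had an adjusted p of up to 0.0777 (from 0.00257), *Ttr* 0.0807 (from 0.0201), *Tubb2b* 0.0583 (from 0.0116), *Pax6* 0.0526 (from 0.00348) and *Meg3* 0.0923 (from 0.00381). Of 28 values for single chromosomes 22 moved beyond the spread of normal libraries. The 4 largest shifts stayed at 0.45 or more. The share from the nearest-neighbour search in tumors, given here without its cell class, went from 97.8% to 96.3% with 50 neighbours, 95.7% with at most 200 normal cells per type, 94.7% without the library labelled WT P11 in the reference (added) and 89.9% by Spearman correlation with summed profiles. State genes kept direction and side in 140 of 140 values, and 112 of 112 with a library left out.

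Where leaving out a library leaves 1 in a group, edgeR takes the lone library to vary like the others. Depth limits *Atoh1*, found in 30.6% of non-dividing GNPs of the *Math1-GFP* P7 library (Math1_P7) at 2000 UMIs per cell, and regional levels of genes with few UMIs in spots. The *Math1-GFP* and *Dcx-DsRed* libraries match in age but come from different mice, and no paired analysis was made.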

Differences from the paper's values

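The paper gives 332 genes as higher in dividing tumor cells, and 1158 were found here. Libraries were the replicates here. Of the alternatives set before the data were examined, only a minimum fold (glmTreat) gave a count within 1.5 times (480). DESeq2, no count filter, other scaling, other normal groups, *Mki67* or *Top2a* as a further condition and leaving out libraries did not.

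The paper's supplement gives 101 spots in the EGL, and 45 were found here. Only the setting with spots of over 2000 genes was within 1.5 times (138). All variable genes, resolution 2 and naming each spot by its score were not, and neither was the setting with 3 cerebellum markers (157), chosen after seeing the values.

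Shares of cell types below are from the paper's supplement, first, and from here, second. Settings named in brackets, of resolution 2, doublets kept, mitochondrial share under 5%, over 1000 genes and naming by the highest marker score, came within 1.5 times of the paper's share, and the rest of these 5 did not. In the *Math1-GFP* P7 library, astrocytes were 0.25% in the paper and 0% here (none), ciliated cells 0.0500% and 0% (marker score), and fibroblasts 0.25% and 0.4663% (over 1000 genes, marker score). In the *Math1-GFP* P11 library, astrocytes were 0.258% in the paper and 0% here (marker score), ciliated cells 0.0890% and 0% (none), and fibroblasts 0.0623% and 0% (none).

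In the *Dcx-DsRed* P7 library, Purkinje cells were 0% in the paper and 0.360% here (mitochondrial share under 5%), and unipolar brush cells 0% and 0.468% (mitochondrial share under 5%). In the *Dcx-DsRed* P11 library, the paper has GABAergic progenitors at 1.24% and here they were 2.89% (mitochondrial share, over 1000 genes, marker score). Purkinje cells were 0% in the paper and 0.879% here (mitochondrial share under 5%), ciliated cells 0.211% and 0.347% (marker score), and fibroblasts 0.282% and 0.509% (marker score).

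In the P7 WT library, Purkinje cells were 1.15% in the paper and 0% here (marker score), unipolar brush cells 0.0586% and 0% (none), ciliated cells 0.164% and 0% (none), and fibroblasts 0.340% and 0.717% (marker score). In the library labelled WT P11, oligodendrocytes were 0.687% in the paper and 1.74% here (resolution 2, doublets kept, marker score), microglia 1.87% and 0.440% (mitochondrial share, over 1000 genes, marker score), unipolar brush cells 6.03% and 3.44% (none) and ciliated cells 1.45% and 0% (none).

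In the tumors, microglia were 1.28% (labelled MB-1) and 0.958% (labelled MB-3) in the paper, and T cells 0.0946% and 0.0304%. All 4 were 0% here. Fibroblasts were 0.236%, 0.217% and 0.0913% in the paper (labelled MB-1, MB-2 and MB-3) and 0% here. No setting came within 1.5 times of these shares.

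The paper states that cells expressing *Dcx* came largely from the *Dcx-DsRed* sorted samples. Here 35.6% of granule cells with a *Dcx* UMI did, next to 35.4% of all granule cells. The definitions differ, since the paper refers to clusters with upregulated *Dcx*. A single *Dcx* UMI was found in 71.1 to 74.5% of granule cells of the sorted libraries. The paper assigns *Mvd* to the ML/PCL. It stood at 74.4 CPM there and 88.2 CPM in the EGL.

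The paper's Fig. 7b marks gains of chromosomes 6 and 12 in MB-1 and of 17 in MB-3. The libraries of those names had shifts of −0.07, 0.05 and 0.05. The paper reports 4 meta-programs shared by the tumors, and 2 of 4 were found in every tumor here. The measures differ, since the paper grouped programs by scores and a minimum of 10 shared genes was used here. That minimum is easier to reach for the 2 that were found, whose gene lists are longer. It reports *Zeb1*, *Ube2b* and *Neurod2* as different in dividing cells. Here the log2 differences were 0.77, 0.38 and −2.59, with edgeR adjusted p of 0.0555, 0.172 and 0.0861. Adjusted over the list alone, *Zeb1* and *Neurod2* passed 0.05, and DESeq2 called 11 of the 12 genes it tested.

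The paper's methods give 1 mouse per library, and in 4 libraries cells with *Xist* UMIs and cells with Y chromosome UMIs each made up at least 20.6% of cells.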

Other observations

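The tests of *Ttr* and of both sexes were set before their results were seen. All others in this part were chosen after.

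By clusters, Purkinje cells, unipolar brush cells and most astrocytes of the WT libraries came from the library labelled WT P11. By the highest marker score astrocytes did not, with 8.92% there and 14.97% in the P7 WT library. The enzymes of the WT dissociation stay open. The P7 WT library, made with the same enzymes, held 0% Purkinje cells by clusters and 1.00% by the highest marker score, where sorted libraries held up to 0.918%, and by this score its astrocytes were also above the sorted libraries (at most 1.48%). A younger age than its label is a candidate explanation, by the 79.7% of pairs of gene and state that moved the other way. Genes picked after their values had been seen go the same way. Compared with the P7 WT library, *Igf2bp1* stood at 56.1 against 2.17 CPM, *Hmga2* at 15.6 against 0.406, *Dlk1* at 33.1 against 1.22, *Mobp* at 0 against 183 and *Gfap* at 1.70 against 59.4. Sampling of other parts of the cerebellum stays untested.

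The chromosome gains marked in Fig. 7b and the shifts in the tables lie in different tumors. With names as given, 1 of 4 marked gains had a shift over 0.3, and with the names MB-1 and MB-3 exchanged between the figure and the tables 4 of 4 had. An exchange of these names is a candidate explanation. Over genes with at least 50 CPM, microglia and T cells of MB-2 had chromosome 6 shifts of 0.23 and 0.30, next to 0.60 in tumor cells. In the library labelled MB-3, the 212 cells without a name had 0.26 for chromosome 6 and 0.50 for chromosome 12 by the same measure.

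For genes that differ in dividing cells, chance is argued against, but only at the smallest p that 35 splits allow. Of 35 splits of the 7 libraries, 1, the real one, gave as many (2325 genes). The split that set *Math1-GFP* P7, *Dcx-DsRed* P7 and *Dcx-DsRed* P11 apart gave 254. For meta-program D over all cells chance cannot be excluded, since 14 of 35 splits gave as small a camera p. In non-dividing GNP cells alone its median of 0.53 was the largest of the 35 splits (exact permutation p = 0.0286).

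All Table S7 genes tested had the sign of the table between tumors and sorted libraries. A difference in number of cells or depth is argued against by the 100% that kept it at 100 cells of 2000 UMIs. Against the WT libraries, made with the enzymes of the tumors, 59 of 541 genes had the sign and an adjusted p below 0.05, which argues against enzymes as the whole cause for these genes. For the rest the enzymes cannot be told apart. There 89.3% of all the genes kept the sign, but both comparisons share the tumors on which the table was made, so this share decides nothing. Sex, strain, age and litter differ between the groups and stay untested.

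Immediate early and stress genes (16) had a median log2 difference of 0.74 between dividing tumor cells and the sorted libraries, with 15 higher, and of −0.42 against the WT libraries, with 5 higher. The enzymes of the dissociation are a candidate explanation of the first. *Hes1* likewise had 4.97 against the sorted and 0.01 against the WT libraries. Haemoglobin genes (4) had −0.72 and −2.49, genes of X inactivation (2) −5.24 and −1.51, and Y chromosome genes (4) 0.08 and −1.22, against sorted and WT libraries. In dividing cells *Xist* stood at 0.183 and 0 CPM in the tumors labelled MB-1 and MB-3 and at 2371 CPM in MB-2. The tumors were thus not apart from the sorted libraries, and *Xist* had a log2 difference of −1.03 (SE 2.11, edgeR adjusted p = 0.761).

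*Ttr* had 0 UMIs in dividing tumor cells. In the sorted libraries its level in GABAergic interneurons, microglia and other types was 0.865 times that in dividing GNPs (median of 12 pairs, 0.313 to 1.52). Free RNA of choroid plexus in the normal libraries is a candidate explanation of this difference.

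In 3 sorted libraries and the library labelled WT P11, cells with both a *Xist* UMI and a Y chromosome UMI were 0.195 to 0.453 times as frequent as independence gives. Mice of both sexes in 1 library are a candidate explanation by the lowest of these values, and free RNA as the whole cause is argued against by the highest. In the *Math1-GFP* P11 library and MB-2 no cell held a Y chromosome UMI. In the P7 WT library and the tumors labelled MB-1 and MB-3, 0.115%, 0.181% and 0% of cells held a *Xist* UMI.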
